# The *Airn* lncRNA does not require any DNA elements within its locus to silence distant imprinted genes

**DOI:** 10.1371/journal.pgen.1008268

**Published:** 2019-07-22

**Authors:** Daniel Andergassen, Markus Muckenhuber, Philipp C. Bammer, Tomasz M. Kulinski, Hans-Christian Theussl, Takahiko Shimizu, Josef M. Penninger, Florian M. Pauler, Quanah J. Hudson

## Abstract

Long non-coding (lnc) RNAs are numerous and found throughout the mammalian genome, and many are thought to be involved in the regulation of gene expression. However, the majority remain relatively uncharacterised and of uncertain function making the use of model systems to uncover their mode of action valuable. Imprinted lncRNAs target and recruit epigenetic silencing factors to a cluster of imprinted genes on the same chromosome, making them one of the best characterized lncRNAs for silencing distant genes *in cis*. In this study we examined silencing of the distant imprinted gene *Slc22a3* by the lncRNA *Airn* in the *Igf2r* imprinted cluster in mouse. Previously we proposed that imprinted lncRNAs may silence distant imprinted genes by disrupting promoter-enhancer interactions by being transcribed through the enhancer, which we called the enhancer interference hypothesis. Here we tested this hypothesis by first using allele-specific chromosome conformation capture (3C) to detect interactions between the *Slc22a3* promoter and the locus of the *Airn* lncRNA that silences it on the paternal chromosome. In agreement with the model, we found interactions enriched on the maternal allele across the entire *Airn* gene consistent with multiple enhancer-promoter interactions. Therefore, to test the enhancer interference hypothesis we devised an approach to delete the entire *Airn* gene. However, the deletion showed that there are no essential enhancers for *Slc22a2*, *Pde10a* and *Slc22a3* within the *Airn* gene, strongly indicating that the *Airn* RNA rather than its transcription is responsible for silencing distant imprinted genes. Furthermore, we found that silent imprinted genes were covered with large blocks of H3K27me3 on the repressed paternal allele. Therefore we propose an alternative hypothesis whereby the chromosome interactions may initially guide the lncRNA to target imprinted promoters and recruit repressive chromatin, and that these interactions are lost once silencing is established.

## Author summary

Long non-coding (lnc) RNAs are numerous in the mammalian genome and many have been implicated in gene regulation. However, the vast majority are uncharacterised and of uncertain function making known functional lncRNAs valuable models for understanding their mechanism of action. One mode of lncRNA action is to recruit epigenetic silencing to target distant genes on the same chromosome. A well-characterized group of lncRNAs that act in this way to silence genes are imprinted lncRNAs. In this study we examined how the imprinted lncRNA *Airn* silences genes in the *Igf2r* imprinted cluster, focusing primarily on silencing of the distant imprinted gene *Slc22a3*. We found that *Airn* expression blocks chromosome interactions between the *Slc22a3* promoter and the *Airn* gene locus. By making a large genomic deletion including the *Airn* gene we showed that these interactions are not essential enhancer/promoter interactions, but may help to guide the *Airn* RNA to target genes to recruit epigenetic silencing. Our study adds to the understanding of how lncRNAs may act to silence distant genes.

## Introduction

Long non-coding (lnc) RNAs are a diverse and numerous group of non-protein-coding RNA species longer than 200 nucleotides, some of which have been shown to be involved in gene regulation [1,2]. A growing number of lncRNAs have been implicated in development and disease, sparking interest in how they may regulate gene expression [3,4]. However, the majority of lncRNAs remain relatively uncharacterized and of uncertain function, highlighting the value of model systems to identify modes of lncRNA action. One of the most studied functional lncRNAs in mammals are imprinted lncRNAs, which are expressed exclusively from either the maternally or paternally inherited chromosome. Mechanisms of lncRNA action identified in imprinted lncRNAs, such as the targeting of histone modifying complexes to genomic loci and the role of lncRNA transcription in gene regulation [5–8], have later been shown for other non-imprinted lncRNAs [2,9], emphasizing their value as model systems.

Genomic imprinting is an epigenetic mechanism that restricts gene expression to one of the two parental alleles. Imprinted genes are often clustered in domains with a differentially DNA methylated genetic region called the imprint control element (ICE, also called the imprinting control region (ICR)) controlling allele specific expression of all genes in the cluster [10]. Although differential methylation of the ICE is established during gametogenesis and maintained through somatic cell division, the extent of imprinted silencing is dynamic throughout development, with imprinted clusters tending to show their maximum size in extra-embryonic tissues like the visceral yolk sac (VYS) and the placenta [11]. For example, the *Igf2r* cluster expands from 120kb in most embryonic and adult tissues to almost 10Mb in placenta, while the *Kcnq1* cluster expands from 250kb in embryonic tissues to 690kb in VYS [11]. The number of imprinted genes in mammals appears to be limited to approximately one hundred [11], a number of which have been shown to be key regulators of development and disease [12,13].

Mechanistically ICEs often act as promoters for a lncRNA, with the imprinted lncRNA being expressed from the non-methylated allele initiating silencing *in cis* of all genes in the cluster [14]. This has been shown in mouse by truncating the lncRNA to a non-functional length for *Airn*, *Kcnq1ot1*, *Nespas* and *Ube3a-ATS* in the *Igf2r*, *Kcnq1*, *Gnas* clusters and the orthologous cluster to the human Prader-Willi/Angleman region respectively [5,6,15,16] One of the best-characterized clusters is the *Igf2r* cluster where the *Airn* lncRNA causes imprinted silencing of *Igf2r* in most tissues, and a larger cluster of genes in extra-embryonic tissues [5,11,17]. The function of the *Airn* lncRNA was previously tested using two mouse models that ablate imprinted silencing in the *Igf2r* cluster: a deletion of the *Airn* promoter and ICE (R2Δ), and the truncation of *Airn* by the insertion of a polyadenylation signal (*AirnT)* [5,18]. Using the *AirnT* model we showed that imprinted silencing in VYS extends over 450kb to *Slc22a2* and *Slc22a3* [17], while more recently we used the R2Δ model to show that in placenta the domain of genes showing imprinted silencing by *Airn* extends over 10Mb, making it the largest imprinted cluster known [11].

*Airn* overlaps *Igf2r* in antisense and silences it by transcriptional interference [7], but how non-overlapped imprinted genes in the cluster are silenced is disputed. In trophoblast stem (TS) cells the silenced paternal *Igf2r* cluster expressing *Airn* is contracted and associated with a so-called repressive domain that includes the polycomb repressive complex (PRC) modifications H3K27me3 (PRC2) and H2AK119u1 (PRC1) together with the PRC1 protein Rnf2 [19]. There is also some evidence that *Airn* may bind PRC2 [20]. In placenta *Airn* binds the H3K9 dimethylase EHMT2 (also known as G9a), which is enriched on the *Slc22a3* promoter, and required for *Slc22a3* imprinted silencing [21]. The *Airn* RNA is closely associated with the *Slc22a3* promoter in placenta, indicating that *Airn* may target EHMT2 to the *Slc22a3* promoter to cause silencing [21]. These data indicate that the *Airn* RNA product may silence non-overlapped imprinted genes like *Slc22a3* by targeting EHMT2 and perhaps PRC2/PRC1 to their promoters. However, given that this contrasts with the mechanism of *Igf2r* silencing, where *Airn* transcription and not its RNA product mediate silencing, we have proposed an alternative hypothesis to explain these data. Enhancers form specific chromosome interactions with promoters to activate them [22], therefore we hypothesized that *Airn* transcription may prevent upregulation of non-overlapped imprinted genes like *Slc22a3* by interfering with enhancer access to their promoters, and that as a secondary step EHMT2 and PRC2/PRC1 may deposit repressive chromatin modifications to maintain silencing [23]. Consistent with this we found enrichment of the active enhancer marker H3K27ac within the *Airn* gene in VYS endoderm and placenta, and open chromatin within the *Airn* gene in multiple tissues [11,24]. Enhancers often lie in the introns of actively transcribed genes and are not disturbed by transcription through them. We hypothesize that the RNA polymerase transcribing *Airn* has unique properties, as *Airn* lncRNA has unusual RNA biology features like a lack of splicing, nuclear retention and a short half-life [25,26]. It is therefore possible that this specific RNA polymerase complex enables not only transcriptional interference with the *Igf2r* promoter, but also transcriptional interference with enhancers [7,23].

In this paper we aimed to test the enhancer interference hypothesis. First we determined if the predicted chromosome interactions could be detected, and second we performed a genetic test to determine if disrupting the predicted enhancers affected expression of imprinted genes in the *Igf2r* cluster.

## Results

### *Airn* blocks chromosome interactions with the upstream imprinted gene *Slc22a3*

The enhancer interference model hypothesizes that transcription of *Airn* through enhancers for non-overlapped imprinted genes may disrupt enhancer activity preventing upregulation of these genes [23]. This predicts that regions within the *Airn* gene should interact with non-overlapped imprinted genes on the active maternal allele, and not on the paternal allele where expression of *Airn* causes imprinted silencing. To test this we conducted chromosome conformation capture (3C) to compare interactions on the maternal and paternal alleles between the promoter of the non-overlapped imprinted gene *Slc22a3*, lying 234 kb upstream of *Airn*, and the *Airn* gene body. We chose to examine *Slc22a3* because it is the only non-overlapped imprinted gene in the *Igf2r* cluster to show imprinted expression in multiple tissue types [11], and in order to compare to other studies where regulation of *Slc22a3* imprinted expression was examined [19,21].

*Slc22a3* shows imprinted expression in both the placenta and VYS, but we chose to use VYS for the 3C analysis, as it is a simpler tissue that contains no maternal cells [17]. To enable parental allele specific analysis, we collected VYS from reciprocal crosses of the spontaneous T-hairpin mutant mouse (*Thp*) [27], which has a large deletion (minimum 5.56 Mb) that includes the *Igf2r* cluster [28]. We found that interactions between the *Slc22a3* promoter and *Airn* are higher on the maternal allele across the entire *Airn* gene (Fig 1A). This indicates that *Airn* blocks these interactions on the paternal allele consistent with the enhancer interference model.

**Fig 1:**
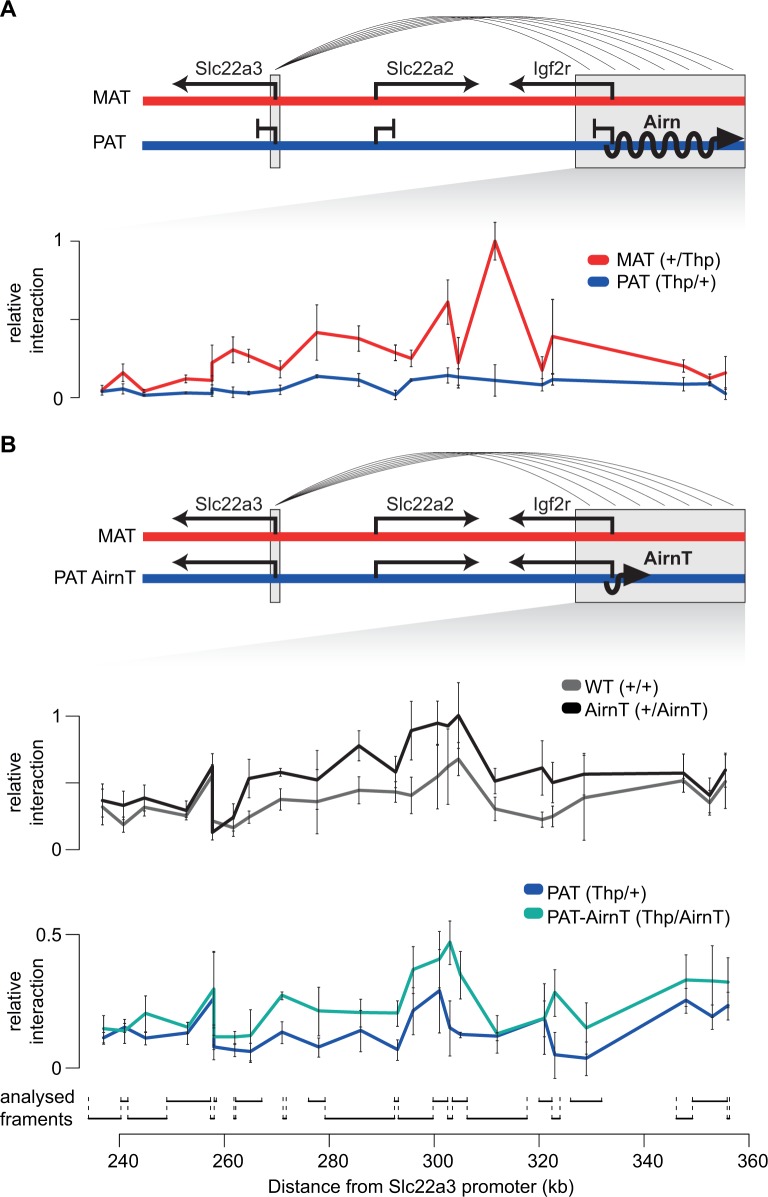
Chromosome Conformation Capture (3C) indicates that the *Airn* gene body may contain multiple enhancers for *Slc22a3*. (A) Chromosome interactions between the *Slc22a3* promoter and the *Airn* gene body are enriched on the maternal allele. Top: In the *Igf2r* imprinted cluster in visceral yolk sac (VYS), *Slc22a3*, *Slc22a2* and *Igf2r* are expressed from the maternal (red) and repressed on the paternal (blue) allele. Long arrows indicate active expression, blocked arrows indicate repression. The *Slc22a3* promoter region (3C bait fragment) and *Airn* gene body (3C prey fragments) are indicated by grey boxes. Multiple lines indicate the interactions assayed by 3C. Bottom: The relative level of 3C interactions identified on the maternal (red, +/*Thp*) and paternal (blue, *Thp*/+) alleles. (B) Paternal allele chromosome interactions between the *Slc22a3* promoter and the *Airn* gene body are increased following truncation of *Airn*. Top: Imprinted silencing in the *Igf2r* cluster in the VYS is lost following truncation of *Airn* (*AirnT*, colors and arrows as in A). Middle: The relative level of 3C interactions identified in the wildtype (black, +/+) and *AirnT* (grey, +/*AirnT*) mice (both parental alleles present). Bottom: The relative level of 3C interactions detected on the wildtype (dark blue, *Thp*/+) and the *AirnT* (cyan, *Thp*/*AirnT*) paternal alleles. 3C interactions were determined using Taqman qPCR, normalized to the mean of 2 interactions in the *Igf2* cluster, and then the highest interaction for A and B were set to 1, as detailed in the methods. Positions and size of prey fragments investigated in the 3C assay are indicated at the bottom. Points and error bars are mean and standard deviation of 3 technical replicates.

To test this, we conducted a second 3C experiment to determine if loss of *Airn* would restore interactions between *Slc22a3* and the *Airn* gene on the paternal allele. We collected VYS from a cross between *Thp* mice and mice with a truncation of *Airn* (*AirnT*) that leads to a loss of imprinted silencing [5]. This enabled us to compare interactions between the *Slc22a3* promoter and *Airn* gene in the presence and absence of a functional *Airn*. We found that truncation of *Airn* led to an increase in interactions with the whole *Airn* gene, both for the biallelic comparison (+/+ vs +/*AirnT*) and for the comparison where only the paternal allele was present (*Thp*/+ vs *Thp*/*AirnT*) (Fig 1B). This indicates that *Airn* interferes with interactions between its gene body and the *Slc22a3* promoter, as predicted by the enhancer interference model.

### Large genomic deletion indicates that *Airn* contains no essential enhancers for *Slc22a3*

The enhancer interference model predicts that essential enhancers for *Slc22a3* should lie within the *Airn* gene, and that transcription of *Airn* through these enhancers should prevent upregulation of *Slc22a3* on the paternal allele (Fig 2A). This is supported by an enrichment in maternal interactions between the *Slc22a3* promoter and the *Airn* gene in VYS (Fig 1), along with a broad enrichment of the active enhancer mark H3K27ac across the *Airn* gene in VYS endoderm and placenta [11], and multiple regions of open chromatin within the *Airn* gene other tissues [24]. Therefore, to test the enhancer interference model we devised an approach to delete the entire *Airn* gene in a mouse.

**Fig 2:**
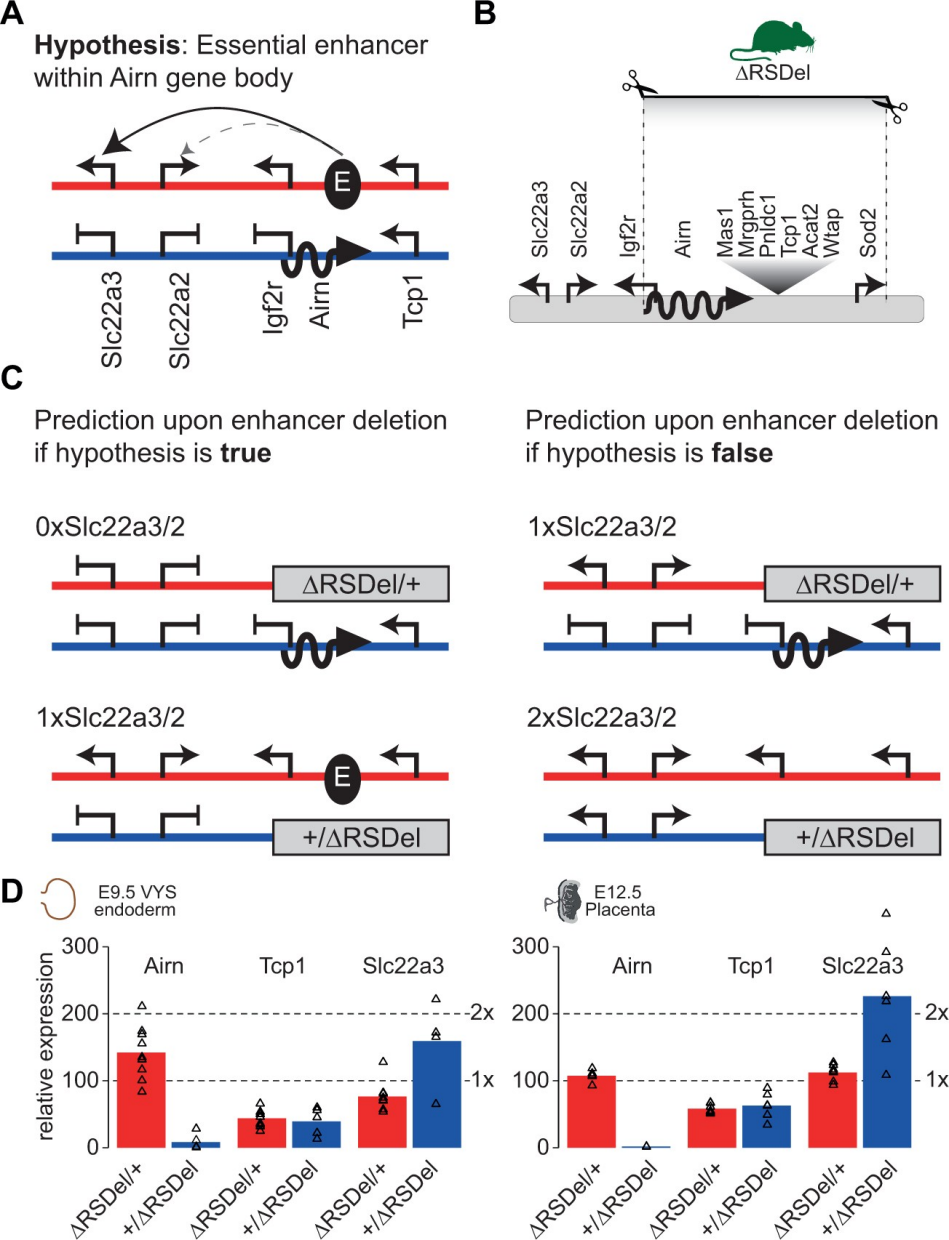
Deletion of the *Airn* gene indicates that it contains no essential enhancers for *Slc22a3*. (A) The enhancer interference hypothesis. The *Airn* gene body contains an essential enhancer (E) that interacts with the *Slc22a3* promoter (solid arrow) and potentially also with the *Slc22a2* promoter (dashed arrow) on the maternal allele (red) activating gene expression (arrows). On the paternal allele (blue) *Airn* (wavy line) prevents this interaction causing silencing (blocked arrows). (B) The *RSDel* deletion spans 270 kb from the *Airn* promoter to the third intron of the *Sod2* gene, and includes the entire 118 kb *Airn* gene and 6 addition genes. The deletion was constructed by Cre-mediated *trans* recombination between loxP sites in the R2Δ *Airn* promoter deletion and the *Sod2Δ* alleles as detailed in the text. (C) Predicted expression patterns in the *RSDel* deletion that includes the entire *Airn* gene. Left: Prediction if enhancer interference hypothesis is correct: The maternal deletion removes the essential enhancer for *Slc22a3* and *Slc22a2* preventing their upregulation, and leading to a loss of expression. The paternal deletion removes *Airn*, but also the essential enhancer, so *Slc22a3* and *Slc22a2* remain silenced on the paternal allele, leading to normal levels of expression. Right: Prediction if enhancer interference hypothesis is false: The maternal deletion has no effect on expression of *Slc22a3* and *Slc22a2*, leading to normal levels of expression. The paternal deletion removes *Airn* leading to a loss of imprinted silencing on the paternal allele, and a doubling of *Slc22a3* and *Slc22a2* expression. (D) The *RSDel* maternal deletion does not affect *Slc22a3* expression, whereas the paternal deletion leads to a doubling of *Slc22a3* expression. RT-qPCR expression analysis of the *RSDel* maternal deletion (red, *RSDel*/+) and paternal deletion (blue, +/*RSDel*) in E9.5 VYS endoderm (left) and E12.5 placenta (right). Expression levels are normalized to wildtype for each cross (set to 100). Bars show the mean and triangles indicate all data points (biological replicates). Note that *Airn* and *Tcp1* (non-imprinted gene) are within the deletion while *Slc22a3* is outside.

We chose to take advantage of existing mouse strains to engineer a deletion of *Airn* by targeted recombination during male meiosis [29]. We bred together the *Airn* promoter deletion mouse (*R2Δ*) with a *Sod2* exon 3 deletion mouse (*Sod2Δ*) and the Hprt-Cre mouse [18,30,31]. Both *R2Δ* and *Sod2Δ* contained a single loxP site in the same orientation, which enables Cre mediated *trans* recombination during male meiosis to generate either a deletion or duplication of the 270kb intervening region, including the entire 118kb *Airn* gene (Fig 2B) [29]. By mating males containing all 3 alleles with wildtype females, and screening 72 offspring we were able to identify 1 male founder that contained the deletion, which we then used to establish the *RSDel* strain (*R2Δ* to *Sod2Δ* deletion).

If the hypothesis that essential enhancers are present within the *RSDel* region is correct, deletion of these enhancers on the maternal allele where *Airn* is not expressed should prevent expression of *Slc22a3* on this chromosome. *Slc22a3* silencing should also be maintained on the paternal allele when these enhancers are deleted (Fig 2C left). This would be in contrast to all other mutations of the *Airn* gene that disrupt *Airn* expression, but do not delete potential enhancers, and that lead to a loss of imprinted silencing [5,7,18,32]. Alternatively, if the hypothesis is false, we would expect that deletion of candidate regions on the maternal allele would not affect *Slc22a3* expression, whereas deletion of the paternal allele would lead to a loss of imprinted silencing, similar to other *Airn* mutants (Fig 2C right).

To assess the effect of the *RSDel* deletion on *Slc22a3* expression we collected embryonic tissue from reciprocal crosses to wildtype FVB mice. We isolated the VYS endoderm layer to focus on the most relevant cell type where *Slc22a3* shows imprinted expression [17]. We found that when the deletion was maternally inherited there was no effect on *Slc22a3* expression, whereas when the deletion was paternally inherited *Slc22a3* expression doubled (Fig 2D left). This correlated with a loss of *Airn* expression, indicating this increase in expression was due to a loss of imprinted expression, as with other *Airn* mutants [5,7,18,32]. The non-imprinted gene *Tcp1* that lies within the *RSDel* deletion showed a similar expression level whether the deletion was inherited maternally or paternally (Fig 2D left). Similarly, in placenta where *Slc22a3* also shows imprinted expression, the maternal deletion did not affect *Slc22a3* imprinted expression, but the paternal deletion and loss of *Airn* expression led to a doubling of *Slc22a3* expression, whereas *Tcp1* showed a similar level of expression in both deletions (Fig 2D right).

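RNA was sequenced from visceral yolk sac (VYS) endoderm, the outer epithelium of the yolk sac, and from placenta of F1 embryos at E12.5. With the mother written first, *RSDel* x CAST embryos could inherit the deletion from the mother and CAST x *RSDel* embryos from the father. CAST is a wild-derived strain with many SNPs against FVB, which allow a read to be assigned to the chromosome of a parent. In placenta, wildtype and deletion embryos of both crosses were represented by 3 samples each. In VYS endoderm this held for 3 of the 4 groups, and 2 samples with the maternal deletion were analysed here, where the methods state 3. The samples carry separate replicate numbers, but whether each came from a single embryo was not given in the sources used here, so p-values measure the spread between these samples. The authors aligned strand-specific polyA reads of 50 bp to mm10 and ran Allelome.PRO over 16988479 of 20601830 SNPs, those where FVB shares its allele with the sequenced 129 strains, with a minimum of 2 reads.
The deposited value of a gene is its allelic ratio, the fraction of its SNP reads that carry the CAST allele. This orientation was read from *Airn*, which the paper states to be expressed only paternally. The ratio is given below as the maternal share in percent, where 50% is biallelic, and changes are given in percentage points. Read counts behind the ratios are not part of the values, so the depth per gene is unknown. *Airn*, which lies in the deletion, had no ratio in the paternal deletion samples of either tissue, and *Tcp1*, also in the deletion, had a maternal share of 0% in every maternal deletion sample and 100% in every paternal deletion sample. Each deletion group was compared with the wildtype group of its cross by limma on the ratios, with all 4 groups of a tissue in the fit and Benjamini-Hochberg adjusted p-values. The test covered the 7278 of 8655 genes in VYS endoderm, and the 8393 of 9753 genes in placenta, that had a ratio in every sample. In simulated data, 52% of genes changed by 20 points were recovered in the VYS maternal deletion comparison, 62% in the VYS paternal, 60% in the placental maternal and 70% in the placental paternal comparison.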

To directly test the effect of the *RSDel* deletion on imprinted expression, and to extend our analysis to other genes in the *Igf2r* imprinted cluster, we performed allele-specific expression analysis on RNA-seq of embryonic tissue collected from reciprocal crosses between *RSDel* and the genetically distinct CAST mice (Fig 3A). We used the Allelome.PRO pipeline that we previously developed to analyze expression over SNPs between these strains [11,33]. For the maternal deletion, in VYS endoderm we found that *Slc22a3*, and also *Slc22a2*, maintained maternal imprinted expression, while *Airn* within the deletion maintained paternal imprinted expression as expected. 

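In VYS endoderm of embryos with the maternal deletion, *Slc22a3* and *Slc22a2*, which encode organic cation transporters, were expressed almost only from the maternal chromosome. The maternal share of *Slc22a3* was 98.5% ± 0.71 (SD, n = 2) with the deletion and 94.7% ± 3.51 (SD, n = 3) in wildtype, and that of *Slc22a2* was 99% in both deletion samples and 98.3% ± 2.89 (SD, n = 3) in wildtype. *Airn* was read only from the paternal chromosome, with a maternal share of 0% in the 2 deletion and the 3 wildtype samples. By contrast the maternal share of *Igf2r*, the gene for the insulin-like growth factor 2 receptor that *Airn* overlaps, fell from 97.3% ± 0.58 (SD, n = 3) to 79.5% ± 3.54 (SD, n = 2).
*Slc22a3* lies on chromosome 17 of mm10 from 12419972 to 12507704, *Slc22a2* from 12584189 to 12628489, *Igf2r* from 12682406 to 12769706 and *Airn* from 12741311 to 12859884. In the annotation *Airn* starts in an intron of *Igf2r* and runs against it, so that the *Igf2r* transcription start and the first 2 of its 48 exons lie on the deleted side of the *Airn* start. The difference from wildtype was 3.83 points for *Slc22a3* (standard error 2.95, 95% interval -2.86 to 10.53, adjusted p = 0.995 from limma) and 0.67 points for *Slc22a2* (standard error 3.51, 95% interval -7.29 to 8.62, adjusted p = 1). For *Igf2r* it was -17.83 points (standard error 1.95, adjusted p = 0.0123 from limma, exact permutation test p = 0.1, the smallest that 2 samples against 3 allow, two-sided). The *Igf2r* call was lost in 4 of 5 fits that left out 1 sample (adjusted p up to 0.0946) and when only the 2 groups compared entered the fit (adjusted p = 0.773).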

The non-imprinted *Tcp1* gene within the deletion switched to paternal expression due to loss of the maternal copy, whereas the non-imprinted *Mllt4* gene lying 750kb outside of the deletion was unaffected (Fig 3B). Similarly in placenta *Slc22a3*, *Pde10a* and *Airn* maintained imprinted expression, while *Tcp1* showed paternal only expression and *Mllt4* biallelic expression as in VYS endoderm (Fig 3C). 

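In VYS endoderm of the maternal deletion, the 4 tested genes of the deleted interval lost their maternal reads. *Tcp1*, which encodes a subunit of the cytosolic chaperonin, went from a maternal share of 58.7% ± 5.03 (SD, n = 3) in wildtype to 0% in both deletion samples. *Acat2*, an enzyme of acetyl-CoA metabolism, went from 47% ± 1 (SD, n = 3), *Wtap*, a subunit of the RNA m6A methyltransferase complex, from 72.7% ± 7.57 (SD, n = 3), and *Sod2*, the mitochondrial superoxide dismutase at the edge of the deletion, from 56% ± 7.55 (SD, n = 3), each to 0%. *Mllt4*, current symbol *Afdn*, which encodes an adherens junction protein, kept reads of both alleles, with 77.5% ± 2.12 (SD, n = 2) maternal in the deletion and 69.7% ± 2.52 (SD, n = 3) in wildtype.
*Mrpl18*, a further gene of the interval, had a ratio in both wildtype groups but in neither deletion group and was not tested. *Tcp1* lies on chromosome 17 from 12916329 to 12925067 and *Mllt4* from 13760391 to 13905798, which starts 749.8 kb beyond exon 3 of *Sod2*. The change of *Tcp1* was -58.67 points (standard error 4.06, adjusted p = 0.000463 from limma), and those of *Acat2*, *Wtap* and *Sod2* had adjusted p-values of 3.08e-05, 0.000108 and 0.00135. *Mllt4* differed by 7.83 points (standard error 2.41, adjusted p = 0.798 over all genes and 0.0102 without adjustment, exact permutation test p = 0.1). It was the only measured member of the list of control genes and passed when adjusted over the list alone. Over all 7278 genes, 5 had a lower and 0 a higher maternal share at an adjusted p under 0.05, namely these 4 and *Igf2r*, where 413 genes had an unadjusted p under 0.05. The count was 1, *Acat2*, when only the 2 groups compared entered the fit, and 9, of which 5 were shared, on a logit scale.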

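In placenta of the maternal deletion, *Slc22a3* and *Pde10a*, a cyclic nucleotide phosphodiesterase gene in the same cluster, were read from the maternal chromosome as in wildtype. The maternal share of *Slc22a3* was 96.7% ± 0.58 (SD, n = 3) with the deletion and 97.7% ± 0.58 (SD, n = 3) without it, and that of *Pde10a* was 94% ± 3.46 (SD, n = 3) and 94.7% ± 1.15 (SD, n = 3). *Airn* had a maternal share of 0.33% ± 0.58 (SD, n = 3) and 3.33% ± 2.08 (SD, n = 3) in these groups. *Tcp1* dropped from 62.3% ± 5.86 (SD, n = 3) to 0% in all 3 deletion samples, and *Igf2r* from 95.7% ± 0.58 (SD, n = 3) to 62% ± 7.55 (SD, n = 3). *Mllt4* had 63.7% ± 3.21 (SD, n = 3) against 66.7% ± 1.15 (SD, n = 3).
*Pde10a* lies on chromosome 17 from 8525187 to 8986648. From limma, the differences were -1 point for *Slc22a3* (standard error 1.74, 95% interval -4.85 to 2.85, adjusted p = 0.979) and -0.67 points for *Pde10a* (standard error 2.16, 95% interval -5.45 to 4.12, adjusted p = 0.99), and -3 points for *Mllt4* (standard error 2.35, adjusted p = 0.932). Of 8393 genes, 5 had a lower maternal share in the deletion, *Tcp1* (adjusted p = 5.24e-06 from limma), *Wtap* (1.05e-06), *Acat2* (0.000157), *Sod2* (0.000325) and *Igf2r* (0.00161), and 0 had a higher share, where 502 had an unadjusted p under 0.05. Each of these genes had an exact permutation p of 0.1, the smallest that 3 samples against 3 allow. When only the 2 groups compared entered the fit, the adjusted p of *Igf2r* was 0.236. The mean maternal share of the 234 X-linked genes was 99.9% in wildtype samples 1 and 2 and deletion sample 3, and 85.2 to 87.4% in the other 3 samples of this cross.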

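With the paternal deletion in VYS endoderm, *Slc22a3* and *Slc22a2* were read about equally from both parental chromosomes. The maternal share of *Slc22a3* was 48.3% ± 3.79 (SD, n = 3) in the deletion and 96.3% ± 2.52 (SD, n = 3) in CAST x *RSDel* wildtype, and that of *Slc22a2* was 46% ± 6.08 (SD, n = 3) and 97% ± 2.65 (SD, n = 3). *Igf2r* was 92.7% ± 0.58 (SD, n = 3) maternal in the deletion and 95.3% ± 0.58 (SD, n = 3) in wildtype, with every deletion sample below every wildtype sample. *Airn* had a maternal share of 0% in the 3 wildtype samples and no ratio in the 3 deletion samples.
The maternal share of *Slc22a3* fell by 48 points (standard error 2.64, adjusted p = 9.57e-05 from limma) and that of *Slc22a2* by 51 points (a change of -51, standard error 3.14, adjusted p = 0.000126), with every deletion sample below every wildtype sample (exact permutation test p = 0.1, the smallest that 3 against 3 allow, two-sided). For *Igf2r* the change was -2.67 points (standard error 1.74, 95% interval -6.62 to 1.29, adjusted p = 0.918 from limma, exact permutation test p = 0.1). Its annotated transcription start lies in the deletion, so this value cannot tell whether *Igf2r* silencing depends on *Airn*. On a logit scale the adjusted p of *Slc22a2* was 0.122. Of the other genes of chromosome 17 near 57 Mb, *Crb3*, a cell polarity gene, rose by 29.67 points (adjusted p = 0.00126 from limma) and *Safb*, a nuclear matrix protein gene, by 18 points (adjusted p = 0.016). The *Safb* call was lost in 5 of 6 fits that left out 1 sample. In all, 6 of 7278 genes had a higher and 2 a lower maternal share.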

For the paternal deletion, in VYS endoderm we observed a loss of imprinted expression for *Slc22a3* and *Slc22a2*, while *Airn* expression was completely lost as it is expressed exclusively from the paternal allele. 

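In VYS endoderm of the paternal deletion, *Tcp1* was read only from the maternal chromosome, at 100% in all 3 samples against 46.3% ± 7.02 (SD, n = 3) in wildtype. The other tested genes of the interval moved in the same direction. *Acat2* reached 100% from 54.3% ± 3.06 (SD, n = 3), *Wtap* 97.7% ± 4.04 (SD, n = 3) from 38.7% ± 0.58 (SD, n = 3), and *Sod2* 97% ± 5.2 (SD, n = 3) from 62% ± 3.61 (SD, n = 3). *Mllt4* had 41.3% ± 1.53 (SD, n = 3) and 44% ± 2.65 (SD, n = 3).
*Tcp1* changed by 53.67 points (standard error 3.63, adjusted p = 0.00023 from limma), *Acat2* by 45.67 (adjusted p = 1.5e-05), *Wtap* by 59 (adjusted p = 0.000126) and *Sod2* by 35 (adjusted p = 0.0146). The call of *Sod2* was lost in 5 of 6 fits that left out 1 sample (adjusted p up to 0.0993 there). *Mllt4* differed by -2.67 points (standard error 2.16, 95% interval -7.56 to 2.22, adjusted p = 0.934). Its maternal share in wildtype was higher in *RSDel* x CAST than in CAST x *RSDel*, so its reads lean to the FVB allele in both crosses.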

As expected, *Tcp1* within the deletion showed maternal only expression and *Mllt4* expression was unaffected by the deletion (Fig 3D). 

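In placenta of the paternal deletion, the maternal share of *Slc22a3* fell to 40.7% ± 1.15 (SD, n = 3) from 95% ± 1 (SD, n = 3) in wildtype, and that of *Pde10a* to 53.3% ± 1.15 (SD, n = 3) from 91% ± 1 (SD, n = 3). *Slc22a1*, a further transporter gene next to *Igf2r*, had 79% ± 3.61 (SD, n = 3) in the deletion and 93% ± 7.55 (SD, n = 3) in wildtype, and no ratio in the other cross. *Igf2r*, whose annotated transcription start lies in the deletion, had 93% ± 2 (SD, n = 3) and 94.3% ± 1.15 (SD, n = 3). *Airn* had 0.33% ± 0.58 (SD, n = 3) maternal reads in wildtype and no ratio in the deletion. *Tcp1* rose to 100% in all 3 deletion samples from 43% ± 4.36 (SD, n = 3), and *Mllt4* had 42.7% ± 3.06 (SD, n = 3) against 46.3% ± 1.15 (SD, n = 3).
By limma the change was -54.33 points for *Slc22a3* (standard error 1.74, adjusted p = 1.23e-07), -37.67 points for *Pde10a* (standard error 2.16, adjusted p = 1.13e-05), 57 points for *Tcp1* (standard error 3.09, adjusted p = 8.59e-06), -1.33 points for *Igf2r* (adjusted p = 0.992) and -3.67 points for *Mllt4* (95% interval -8.88 to 1.55, adjusted p = 0.936). *Slc22a1* lacked the ratios that limma's fit needed, and its exact permutation p was 0.1, the smallest that 3 against 3 allow. Of 8393 genes, 5 had a higher maternal share (*Tcp1*, *Acat2*, *Wtap*, *Sod2* and *Crb3*) and 2 a lower one (*Slc22a3* and *Pde10a*). The calls of *Sod2* and *Crb3*, both at an adjusted p of 0.0482 from limma, were lost in 5 and 6 of the 6 fits that left out 1 sample.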

The results in placenta were similar, with *Slc22a3* and *Pde10a* showing a loss of imprinted expression, *Airn* expression being completely lost, and *Tcp1* and *Mllt4* showing the expected expression pattern (Fig 3E).

**Fig 3:**
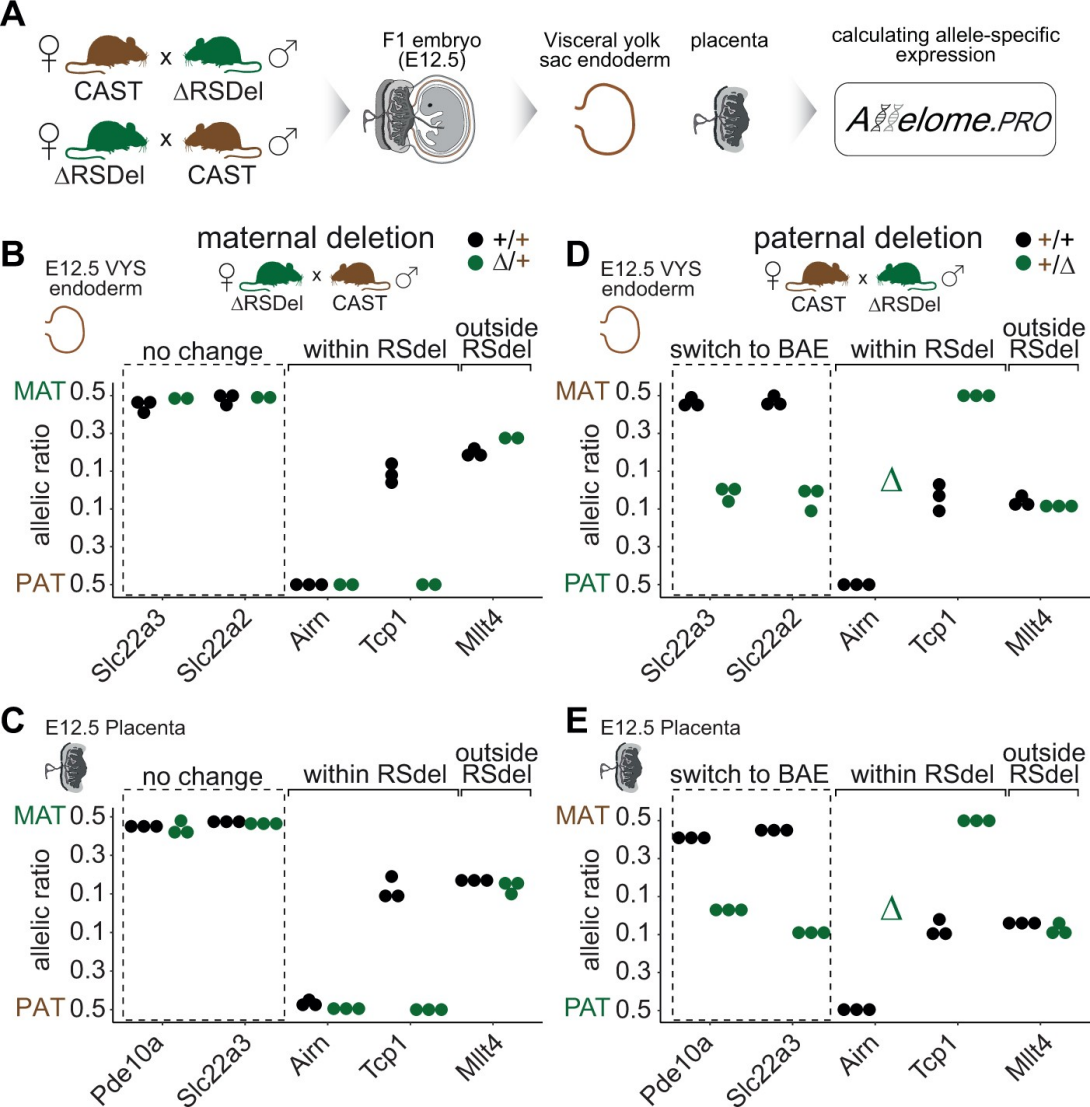
Allele-specific expression analysis shows imprinted expression is unaffected by maternal deletion of the *Airn* gene, but lost upon paternal deletion. (A) VYS endoderm and placenta was isolated from E12.5 F1 embryos from *RSDel* x CAST reciprocal crosses and subject to RNA-seq (3 wildtype and 3 *RSDel* from each cross and tissue). The data was subject to allelic expression analysis using the Allelome.PRO pipeline [33] as detailed in the methods. (B) The maternal *RSDel* deletion does not affect imprinted expression of *Slc22a3* and *Slc22a2* in VYS endoderm. Within the deletion *Airn* is unaffected as it is exclusively paternally expressed, while the non-imprinted gene *Tcp1* becomes paternally expressed, and *Mllt4* lying 750kb outside of the deletion is unaffected. (C) The maternal *RSDel* deletion does not affect imprinted expression of *Slc22a3* and *Pde10a* in placenta. Within the deletion *Airn* and *Tcp1*, show paternal expression, while *Mllt4* is unaffected. (D) The paternal *RSDel* deletion leads to loss of *Slc22a3* and *Slc22a2* imprinted expression in VYS endoderm. Within the deletion *Airn* expression is lost, as it is shows exclusive paternal expression, while *Tcp1* shows maternal expression, and *Mllt4* outside the deletion is unaffected. (E) The paternal *RSDel* deletion leads to loss of *Slc22a3* and *Pde10a* imprinted expression in placenta. *Airn* expression is lost, *Tcp1* becomes maternally expressed, and Mllt4 is unaffected.

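The distant genes *Slc22a3*, *Slc22a2* and *Pde10a* responded to the deletion according to its parent of origin. The effect of the paternal deletion minus that of the maternal deletion on the maternal share was -51.83 points for *Slc22a3* (standard error 3.96, adjusted p = 0.000634 from limma) and -51.67 points for *Slc22a2* (standard error 4.71, adjusted p = 0.00231) in VYS endoderm. In placenta it was -53.33 points for *Slc22a3* (standard error 2.46, adjusted p = 1.68e-06 from limma) and -37 points for *Pde10a* (standard error 3.05, adjusted p = 0.000275). The tested genes of the interval, *Tcp1*, *Acat2*, *Wtap* and *Sod2*, differed in the other direction by 91 to 131.67 points in VYS endoderm and 84 to 135 points in placenta. In VYS endoderm these were the only 6 genes that passed, and on a logit scale 11 did. In placenta *Igf2r* differed by 32.33 points (adjusted p = 0.0303), and *Slc17a5* and *Pim1*, outside the cluster, by 29 and 36.33 points (adjusted p = 0.00608 and 0.0229). The CAST share of *Slc17a5* and *Pim1* rose in both deletions, so their difference arises from scoring the alleles by parent.
No change was called among listed genes of other imprinted clusters. The lists held 17 genes listed as maternally and 15 listed as paternally expressed that were measured in VYS endoderm, and 21 and 21 in placenta. Of these, 0 changed in either deletion at an adjusted p under 0.05 from limma, over all genes or when adjusted over the list alone. In wildtype, 11 of the 17 and 11 of the 15 met the criteria for imprinted expression in VYS endoderm. In placenta 15 and 17 of the 21 did. The other listed genes can say little about a loss of imprinted expression. In placenta, *Cdkn1c*, an inhibitor of the cell cycle, stayed at 98.3 to 99.3% maternal and *Igf2*, a growth factor gene, at 0 to 1% in the 4 group means. Of the 3 measured members of the list of *Airn* targets, which the study chose in part on these samples, 2 were lower in the paternal deletion in each tissue and *Igf2r* did not pass. The annotated transcription start of *Igf2r* lies in the deletion, so its ratio there cannot tell whether silencing was lost. The list had a median change of -48 points in VYS endoderm (camera with a preset correlation, adjusted p = 5.94e-11, and adjusted p = 0.0018 with an estimated correlation) and -37.67 points in placenta (adjusted p = 4.9e-12, and 0.000684 with an estimated correlation). In the placental maternal deletion the same list had a median change of -1 and a mean of -11.78 points, the latter from *Igf2r* (adjusted p = 0.00507, and adjusted p = 0.0552 with an estimated correlation). The 234 X-linked genes of placenta had a median change of -3.33 points in the maternal deletion (adjusted p = 2.58e-09, and adjusted p = 0.617 with an estimated correlation) and 1.17 points in the paternal deletion (adjusted p = 0.019, and adjusted p = 0.753 with an estimated correlation). Their mean maternal share was 99 to 99.9% in 6 placental samples and 85.2 to 91.9% in the other 6. Both kinds occurred in every group, but unevenly. In *RSDel* x CAST the higher share was that of wildtype samples 1 and 2 and deletion sample 3. In CAST x *RSDel* it was that of wildtype sample 3 and deletion samples 1 and 3. The X-linked changes run the way of this imbalance, so they cannot be told apart from it.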

In summary, the maternal *RSDel* deletion did not affect imprinted expression of *Slc22a2*, *Slc22a3*, and *Pde10a* in VYS endoderm and placenta (Fig 2D, Fig 3B and 3C), whereas the paternal deletion led to a loss of imprinted expression (Fig 2D, Fig 3D and 3E). These results support the alternative hypothesis (Fig 2C right), and indicate that there are no essential enhancers for *Slc22a3* expression within the *Airn* gene or the downstream region to *Sod2*.

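*Slc22a3* lost its maternal bias with the paternal deletion in both tissues. Its change was 6.33 points smaller in VYS endoderm than in placenta (standard error 3.04, adjusted p = 0.87 from limma and 0.0517 without adjustment). Of 6407 genes with a ratio in every sample of both tissues, 0 differed in their response to the paternal deletion at an adjusted p under 0.05 from limma, and 363 did at an unadjusted p under 0.05. For the maternal deletion these numbers were 0 and 346, with *Igf2r* at a difference of 15.83 points (adjusted p = 0.606 from limma and 0.000956 without adjustment). *Slc22a2* was tested in VYS endoderm only and *Pde10a* in placenta only, so neither entered this comparison. Of the distant genes that responded to the paternal deletion, it covers *Slc22a3* alone.
Every gene called in a deletion with the settings given above lay on chromosome 17. With genes tested that had a ratio in both groups compared, a setting chosen after seeing the data, *Shtn1* on chromosome 19 was also called in the VYS paternal deletion (-24 points, adjusted p = 0.0431 from limma). Between 4 and 16 Mb, where the cluster lies, 26 genes were tested in VYS endoderm and 30 in placenta. Those outside the deletion that passed in the paternal deletion over all genes were *Slc22a3*, *Slc22a2* and *Pde10a*. Adjusted over this stretch alone, *Arid1b* (-19.67 points, adjusted p = 0.000449 from limma) and *Zdhhc14* (-24.67 points, adjusted p = 0.0024) also passed in placenta. In VYS endoderm *Plg* (-6.33 points, adjusted p = 0.0466) and *Snx9* (7.33 points, adjusted p = 0.0372) did so. *Snx9* rose, where a loss of silencing would lower the share. In the maternal deletion *Plg* changed by 5.17 and *Snx9* by -2.5 points, and in placenta *Arid1b* by 2.67 and *Zdhhc14* by 8.33. None of these passed, but each ran opposite to the paternal deletion, which is the same direction by strain. The paper states that the deletion chromosome likely has a background other than FVB around the cluster. A strain effect therefore stays open for these genes. The transcription start of *Slc22a3* lies 233.6 kb from the start of *Airn*, and the interval from there to exon 3 of *Sod2* spans 269.3 kb. The paper reasons that an enhancer of *Slc22a3* within the interval would leave *Slc22a3* without expression from the chromosome that carries the deletion. From imprinted expression that was kept in the maternal deletion and lost in the paternal deletion, together with expression levels from RT-qPCR (Fig 2D), the paper concludes that the region holds no essential enhancer for *Slc22a3*.

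**Figure D1:**
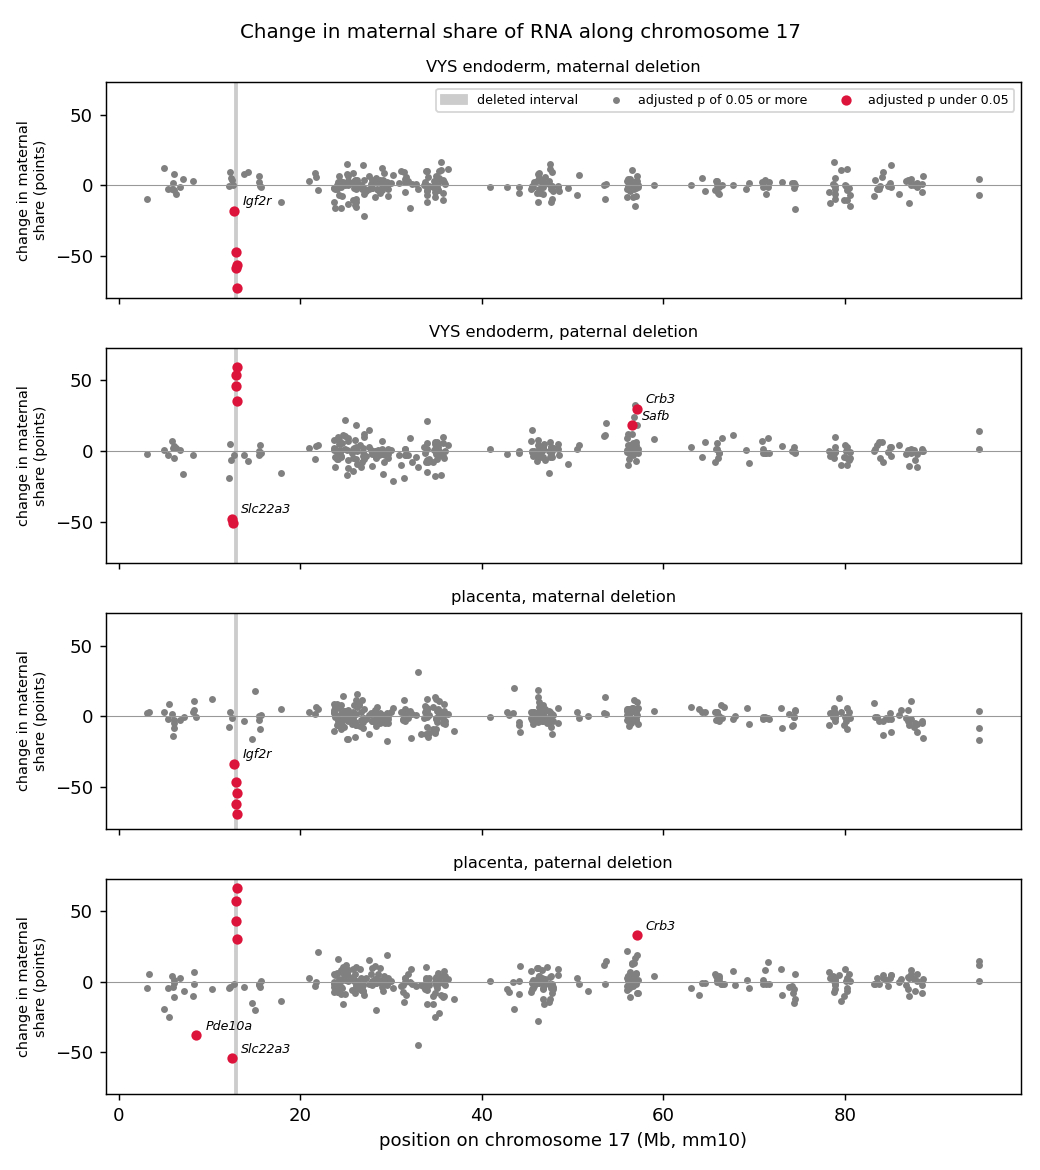
Change in the maternal share of RNA (deletion minus wildtype, percentage points) along chromosome 17 (Mb, mm10) for each tissue and deletion, with 1 point per gene, red for an adjusted p under 0.05 from limma, and the deleted interval in grey. In the maternal deletions the red points all fall, from -17.83 points (*Igf2r*) to -72.67 points (*Wtap*), both in VYS endoderm, while in the paternal deletions the genes of the interval, *Crb3* and, in VYS endoderm, *Safb* rise and *Slc22a3*, *Slc22a2* and *Pde10a* fall.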

### Broad paternal allele enrichment of H3K27me3 on imprinted genes in the *Igf2r* cluster in visceral yolk sac endoderm

Given that the *RSDel* deletion disproves the enhancer interference hypothesis, we sought to further investigate the predictions of alternative models of *Airn*-mediated imprinted silencing in extra-embryonic tissues. *Airn* has been proposed to recruit and target the histone modifying complexes EHMT2 and the polycomb repressive complexes 1 and 2 (PRC1 and PRC2) to distant imprinted genes in extra-embryonic tissues [19,21]. However, the parental allele specific chromosome localization of H3K27me3 has not been investigated at the *Igf2r* cluster in extra-embryonic tissues. Therefore, we performed H3K27me3 chromatin immunoprecipitation sequencing (ChIP-seq) on VYS endoderm from FVB x CAST reciprocal crosses to determine the allele-specific distribution of this mark in the *Igf2r* cluster and throughout the genome. 

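H3K27me3, the mark set by polycomb repressive complex 2, was profiled by native ChIP-seq in VYS endoderm at E12.5, in 2 libraries of FVB x CAST and 2 of CAST x FVB wildtype embryos, each from tissue pooled over several litters and both sexes. The authors ran Allelome.PRO over all 4 libraries together in 20 kb windows that slide by 10 kb, with a false discovery rate of 1%, an allelic ratio cutoff of 0.7 and a minimum of 1 read. The deposited values are 1 call per window as a colour, with no ratio, read count or value per library, so that the calls have no replicate check and their depth is unknown. From the colours of Fig 4, red was read as maternal and blue as paternal enrichment, and green was taken as a window with enough reads but no parental bias, which the sources used here do not define. Of 272564 windows, 253 were called maternal and 65 paternal. By chromosome, 246 of these 318 were on the X chromosome, 233 of them maternal, and 72 were on autosomes, 20 maternal and 52 paternal. Windows were assigned to 26 imprinted clusters when they overlapped the span of the cluster's genes plus 500000 bp on each side, and the *Igf2r* cluster was taken as chromosome 17 from 4000000 to 16000000. Adjacent windows share sequence, so tests were made on merged, non-overlapping blocks.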

Using the Allelome.PRO pipeline to analyze the data [11,33], we found paternal enrichment of H3K27me3 with matching H3K27ac maternal enrichment across the entire 10Mb *Igf2r* cluster, despite imprinted expression in VYS endoderm being limited to a 450kb region from *Slc22a3* to *Airn* (Fig 4A) [11]. 

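All 26 windows called in the *Igf2r* cluster were paternal. They reached from 4630001 to 15290000 on chromosome 17, a distance of 10.66 Mb, and 572 further windows of the cluster were green. In the 441.2 kb from *Slc22a3* to *Airn* there were 11 of the paternal windows, and 15 lay elsewhere in the cluster, among them 6 over *Prkn* (a ubiquitin ligase gene), 3 over *Smoc2* and 1 over *Rps6ka2*. In wildtype VYS endoderm, imprinted expression in the cluster was found for *Slc22a3*, *Slc22a2* and *Igf2r* among the 26 genes tested, and for *Airn*, which was not testable in the paternal deletion but had a maternal share of 0% in all wildtype samples. *Rps6ka2*, a kinase gene, had a maternal share of 55.7% ± 4.73 (SD, n = 3) in *RSDel* x CAST and 73% ± 2.65 (SD, n = 3) in CAST x *RSDel* wildtype (adjusted p = 0.113 from limma for a parental bias). *Plg*, the plasminogen gene next to *Slc22a3*, had 59.3% ± 3.51 (SD, n = 3) and 50.3% ± 0.58 (SD, n = 3), a parental bias of 4.83 points beyond 50% (adjusted p = 0.0414) that stays below the 20 points required here for imprinted expression. H3K27ac was not analysed here.

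**Figure D2:**
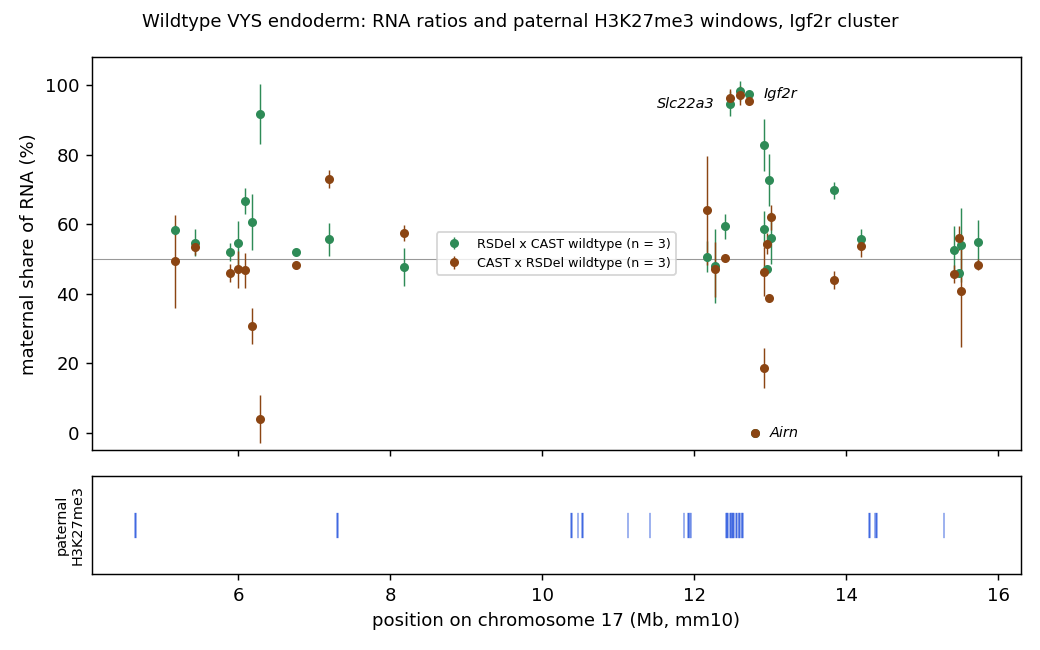
Maternal share of RNA (percent) of genes of the *Igf2r* cluster in wildtype VYS endoderm of both crosses, as mean with SD (n = 3 each), above the position of the 26 paternal H3K27me3 windows (blue) on chromosome 17 (Mb, mm10). Genes near 95 to 100% or at 0% in both crosses lie between *Slc22a3* and *Airn*, while the windows extend from 4.63 to 15.29 Mb.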

Within this region we found broad enrichment of H3K27me3 over the silenced paternal alleles of *Slc22a3* and *Slc22a2* (Fig 4A), similar to the broad enrichment of H3K27me3 over biallelically silenced genes that we have previously reported [34]. 

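Over *Slc22a3*, 6 of the 11 overlapping windows were called paternal and 1 was green, and over *Slc22a2* 4 of 6 were paternal. Between the genes, 1 more window was paternal, and the called windows of this stretch ran from 12410001 to 12640000 on chromosome 17. Over *Slc22a1*, *Igf2r*, *Airn* and *Tcp1* 0 windows were called for either parent, and most windows there were grey, a colour that is not defined either (10 of 10 over *Igf2r*, 13 of 14 over *Airn*, 3 of 3 over *Tcp1* and 3 of 5 over *Slc22a1*). *Pde10a*, which is imprinted in placenta, had 46 green windows of 48 and 0 called ones in VYS endoderm. A window without a call cannot be read as free of the mark, because the reads behind it are unknown.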

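The *Igf2r* cluster held the most called windows, 26, all paternal, followed by the *Kcnq1* cluster with 16, all paternal, and the *Sfmbt2* cluster with 14, all maternal. Next came the *Grb10* cluster with 5 paternal windows, the *Dlk1* and *Platr20* clusters with 2 maternal windows each, and *Peg10*, *Peg3*, Pws/As and *Rasgrf1* with 1 each. The *Kcnq1* windows lay between 142920001 and 144180000 on chromosome 7, over *Kcnq1*, *Cdkn1c*, *Slc22a18*, *Cd81* and others. In wildtype VYS endoderm *Cdkn1c* RNA was 99.3% ± 0.58 (SD, n = 3) and 98.3% ± 0.58 (SD, n = 3) maternal in the 2 crosses, and *Slc22a18* RNA 97% ± 3.61 (SD, n = 3) and 94.7% ± 3.06 (SD, n = 3).
Over all chromosomes, 69 of 318 called windows lay in imprinted clusters, 21.7% (95% exact binomial interval 17.3 to 26.6%), since 246 were on the X chromosome. On autosomes, a restriction chosen after the values were seen, 69 of 72 did, 95.8% (88.3 to 99.1%). The 3 autosomal windows outside clusters were a paternal one over *Mep1a* (chromosome 17, from 43480001), a paternal one over *Shank2* (chromosome 7, from 144310001) and a maternal one on chromosome 4 from 147950001. As non-overlapping blocks over all chromosomes, 41 of 213 called blocks (19.2%) and 377 of 20405 green blocks (1.85%) lay in clusters (Fisher's exact test, odds ratio 12.7, p = 3.3e-28, two-sided), and on autosomes 41 of 44 (93.2%) and 377 of 19854 (1.9%) did (odds ratio 706.1, p = 2.83e-66). Intervals and test cover counting error only, since neighbouring blocks are not independent. The list of 26 clusters took in clusters named in Fig 4, which was drawn from these same windows. All called windows inside clusters lay in 10 of the 26. The shares and tests are therefore no independent support for a concentration in imprinted clusters.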

In genome-wide analysis we found that 97% of H3K27me3 enriched windows mapped to imprinted regions, with the *Igf2r* imprinted cluster showing the greatest number of enriched windows, followed by the *Kcnq1* cluster, which has been previously reported to show paternal allele enrichment of H3K27me3 over silenced imprinted genes in placenta (Fig 4B) [8,35]. 

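In the *Sfmbt2* cluster the 14 called windows were all maternal and spanned 280 kb, from 10310001 to 10590000 on chromosome 2 of mm10. They covered *Gm13261*, the annotated lncRNA that was taken as *Blustr* here, in 6 of its 6 windows, and *Sfmbt2*, a polycomb group gene, in 9 of its 24 windows, of which 8 others were green. The RNA of both genes came from the paternal chromosome. The maternal share of *Sfmbt2* was 2% in all 3 *RSDel* x CAST wildtype samples and 4.33% ± 1.53 (SD, n = 3) in CAST x *RSDel* wildtype, and that of *Gm13261* was 1.33% ± 2.31 (SD, n = 3) and 0%. Both were imprinted by limma, with adjusted p-values of 3.67e-11 and 4.49e-11. *Sfmbt2* lies from 10370440 to 10595253 and *Gm13261* from 10327340 to 10365161.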

Interestingly, the *Sfmbt2* imprinted region reported to show H3K27me3 mediated DNA methylation independent imprinted expression [36], showed the third highest level of H3K27me3 parental allele specific enrichment (Fig 4B), with maternal allele enrichment over *Sfmbt2* and the *Blustr* lncRNA shown to positively regulate its expression (Fig 4C) [37]. These results are consistent with H3K27me3 playing a role in the initiation and/ or maintenance of imprinted silencing for both the lncRNA-mediated silencing that occurs in the *Igf2r* and *Kcnq1* clusters, as well as for lncRNA independent imprinted silencing, such as occurs in the *Sfmbt2* imprinted cluster.

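Where a gene under a called autosomal window was imprinted in VYS endoderm RNA, its RNA came from the allele without the call. There were 13 genes under these windows with an RNA ratio, and 8 of them showed imprinted expression, in all 8 cases from the other allele. These were *Slc22a3* and *Slc22a2* in the *Igf2r* cluster, *Cdkn1c* and *Slc22a18* in the *Kcnq1* cluster, *Grb10* and *Zim1*, all with paternal windows and maternal RNA, and *Sfmbt2* and *Gm13261*, with maternal windows and paternal RNA. *Grb10*, a growth factor receptor adaptor, had a maternal share of 99% ± 1.73 (SD, n = 3) and 100% in the wildtype crosses, and *Zim1* 92.7% ± 9.45 (SD, n = 3) and 97.7% ± 4.04 (SD, n = 3) (adjusted p = 2.87e-11 and 3.8e-06 from limma). Of the other 5 genes, *Plg*, *Rps6ka2* and *Cd81* did not meet the criteria for imprinted expression in both crosses, and *Osbpl5* and *R74862* had no ratio in every sample. Genes without any ratio in VYS endoderm, such as *Snrpn* and *Snurf* under the paternal window of the Pws/As cluster, could not be compared. From the mark lying on the silenced allele in the *Igf2r*, *Kcnq1* and *Sfmbt2* clusters, the paper proposes a role of H3K27me3 in setting up or keeping imprinted silencing, both with and without a lncRNA. X-linked windows were left out of this count, and there calls and RNA leaned to the same parent, with 233 of 246 windows and 172 of 175 genes maternal. Males carry only the maternal X. The ChIP pools held both sexes without an input analysed here, and the sex of the RNA samples is not given. These X-linked numbers therefore do not show on which allele the mark or the silencing lies. ChIP and RNA came from different embryos, and the overlap was counted on genes and windows of these clusters without a test.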

**Fig 4:**
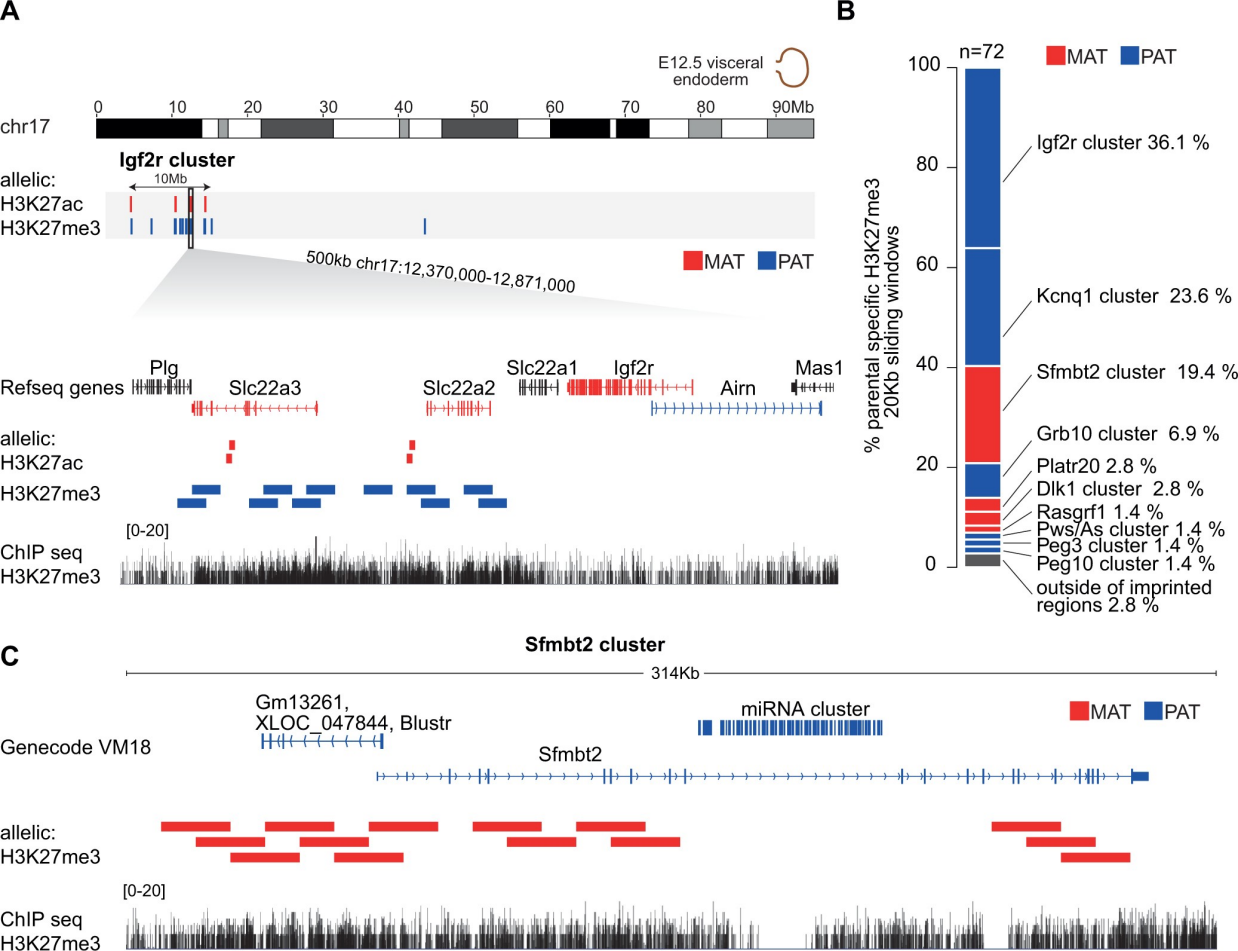
Broad enrichments of H3K27me3 cover the silenced allele of imprinted genes in VYS endoderm. (A) Maternal enrichment of H3K27ac and paternal enrichment of H3K27me3 is present at sites across the entire 10Mb *Igf2r* cluster in VYS endoderm, despite imprinted expression being limited to the 450Kb from *Slc22a3* to *Airn* in this tissue. In this region showing imprinted expression, broad enrichment of H3K27me3 covers the silenced paternal alleles of *Slc22a3* and *Slc22a2*, while more focal maternal enrichment of H3K27ac is seen within these genes. (B) Genome-wide 97.2% of H3K27me3 parental allele enriched 20kb windows in VYS endoderm lie within imprinted clusters, with the *Igf2r* cluster showing the highest number, followed by the *Kcnq1* cluster and then the *Sfmbt2* cluster. (C) H3K27me3 is enriched over the silenced maternal allele of *Sfmbt2* and *Blustr* in the *Sfmbt2* cluster.

## Discussion

LncRNA mediated imprinted silencing of one copy of genes like *Igf2r* and *Cdkn1c* is required for development, but imprinted lncRNAs also provide a tractable model system for understanding gene regulation by lncRNAs in general [10]. In this study we used imprinted silencing of the upstream imprinted genes *Slc22a2*, *Slc22a3* and *Pde10a* by the lncRNA *Airn*, as a model for how lncRNAs may silence non-overlapped distant genes *in cis*. We found chromosome interactions on the active maternal allele between the *Airn* gene body and the *Slc22a3* promoter supporting the previously proposed enhancer interference hypothesis [23]. However, a genetic test where we deleted the entire *Airn* gene demonstrated that *Airn* contains no essential enhancers for *Slc22a3* disproving this model, and requiring the development of a new hypothesis to explain the data in this and previous studies.

Previously it has been shown in placenta using a technique derived from RNA FISH called RNA TRAP (Tagging and Recovery of Associated Proteins) that *Airn* is associated with the *Slc22a3* promoter [21]. Surprisingly in this study in VYS using 3C we found an association between the *Slc22a3* promoter and the *Airn* gene on the maternal allele, and not on the paternal allele. However, these results are not contradictory, as an association between the *Airn* RNA and the *Slc22a3* promoter on the paternal allele (detectable by TRAP) is not the same as an interaction between the *Airn* genomic locus and the *Slc22a3* promoter on the maternal allele (detectable by 3C).

Here we show in VYS endoderm that the repressed alleles of *Slc22a3* and *Slc22a3* in the *Igf2r* cluster are covered by a broad enrichment of the PRC2 mark H3K27me3, as are imprinted genes in the *Kcnq1* cluster and in other imprinted clusters. Imprinted lncRNAs including *Airn*, *Kcnq1ot1* and *Meg3* have been reported to directly interact with PRC2 and EHMT2 [8,20,21], although the *Airn*-PRC2 interaction was reported in embryonic stem (ES) cells where *Airn* is very lowly expressed and no genes in the *Igf2r* cluster show imprinted expression [11,20]. PRC1, PRC2 and EHMT2 have been shown to be required to maintain imprinted silencing of members of the *Kcnq1* cluster that show extra-embryonic specific imprinted expression [19,38], and it has also been recently reported that imprinted silencing of *Dlk1* by *Meg3* requires PRC2 [39]. *Igf2r* imprinted silencing by *Airn* does not require PRC2 or EHMT2 [21,40], but while the effect of loss of PRC1 and PRC2 on *Slc22a3* and other members of the *Igf2r* cluster has not been tested, loss of EHMT2 has been shown to lead to loss of imprinted silencing of *Slc22a3* [21].

Although it is technically difficult to exclude a role for transcription of the lncRNA versus the RNA product, together these results indicate that imprinted lncRNAs like *Airn* may silence distant imprinted genes like *Slc22a2*, *Slc22a3* and *Pde10a* by recruiting and targeted PRC1, PRC2 and EHMT2 to these genes to deposit repressive chromatin modification and cause silencing. This indicates that *Airn* silences imprinted genes in the *Igf2r* cluster by two different mechanisms: *Airn* transcription silences *Igf2r* by transcription interference that does not require repressive chromatin modifying complexes [7], and the *Airn* RNA product recruits repressive chromatin modifying complexes and targets them to distant, non-overlapped genes like *Slc22a2*, *Slc22a3* and *Pde10a* to cause silencing. Importantly, the mechanism for targeting silencing remains unknown.

In this study we showed that chromosome interactions between the *Airn* gene body and the *Slc22a3* promoter are enriched on the maternal allele because *Airn* expression represses these interactions on the paternal allele. We showed that these interactions are not required to upregulate *Slc22a3* expression on the maternal allele, indicating that they are not essential promoter-enhancer interactions, but they may serve to place the *Airn* locus and *Slc22a3* promoter in close proximity in the nuclear space. Chromosome interactions can exist in the ground state or be formed during development [41]. Therefore, we propose that in the ground state interactions between the *Airn* locus and the promoter of *Slc22a3* (and likely all other genes silenced by *Airn*, like *Slc22a2*), are present on both alleles (Fig 5 left). During development *Airn* is upregulated on the paternal allele, and these pre-existing interactions allow *Airn* to target gene promoters while recruiting PRC2 and EHMT2 to deposit repressive histone modifications (Fig 5 middle). The establishment of repressive chromatin on the targeted promoters then leads to the loss of chromosome interactions with the *Airn* locus on the paternal allele (Fig 5 right). On the paternal allele the *Airn* RNA and *Slc22a3* promoter are also in close proximity [21]. This may be achieved by the formation of a compacted repressive chromatin domain [19], which may allow *Airn* to continue to find repressed promoters to help maintain silencing despite the loss of the chromosome interactions.

**Fig 5:**
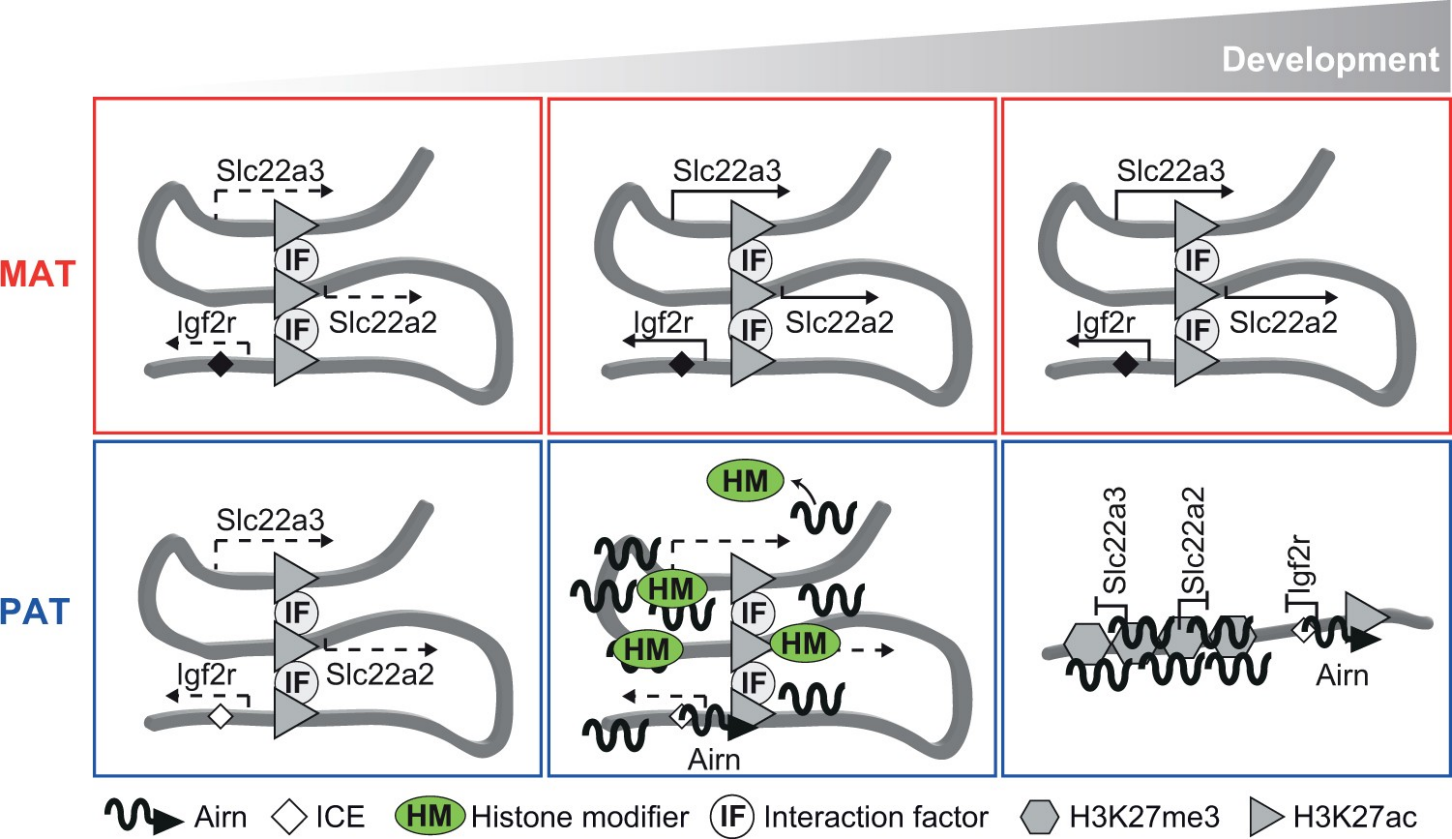
Model: chromosome conformation guides *Airn* lncRNA to target silencing of distant imprinted genes in extra-embryonic tissues. Left: In early development where *Airn* is not expressed, and the genes that it regulates *Igf2r*, *Slc22a2* and *Slc22a3* are expressed at low levels from both alleles (dashed arrows). Both parental alleles have a chromosomal conformation that brings the *Airn* gene body and the promoters of *Slc22a2* and *Slc22a3* in close proximity. These chromosome interactions may be mediated by interaction factors (IF) at regions of open chromatin marked by H3K27ac histone modification (triangles). The imprint control element (ICE) or *Airn* promoter is methylated on the maternal allele (filled diamond) and unmethylated on the paternal allele (unfilled diamond). Middle: As development progresses, methylation on the maternal allele prevents expression of *Airn*, the chromosome conformation is maintained and *Igf2r*, *Slc22a2* and *Slc22a3* are upregulated (solid arrows). On the unmethylated paternal allele, *Airn* (wavy line) starts to be expressed and recruits repressive histone modifiers (HM) and targets them to the promoters of *Slc22a2* and *Slc22a3*, preventing these genes from being upregulated. *Airn* prevents *Igf2r* from being upregulated by transcriptional interference with its promoter [7]. Right: Later in development, on the maternal allele the chromosome conformation is maintained and *Igf2r*, *Slc22a2* and *Slc22a3* are expressed. On the paternal allele, the loss of H3K27ac and the establishment of a compact repressive chromatin domain including H3K27me3, maintains silencing of *Slc22a2* and *Slc22a3*, and leads to the loss of chromosome interactions.

Imprinted genes show tissue-specific expression. In the *Igf2r* and *Kcnq1* cluster, where imprinted silencing is initiated by a lncRNA, genes closer to or overlapped by the lncRNA locus show imprinted expression in multiple tissues, whereas the more distant genes show imprinted expression restricted to extra-embryonic tissues [5,11,17,42]. Our model seeks to explain silencing of these distant, extra-embryonic specific imprinted genes. In the *Igf2r* cluster there is a relatively clear distinction between *Igf2r*, which is overlapped in antisense by *Airn* and silenced by transcriptional interference [7], and other genes in the cluster that are not overlapped and are silenced only in extra-embryonic tissues. However, it has been recently shown that *Slc22a3* also shows imprinted expression in neonatal tongue and adult liver [11], and *Kcnq1ot1* does not overlap the promoter of any of the proximal imprinted genes in the *Kcnq1* cluster that show imprinted expression in multiple tissues [42]. Interestingly, *Kcnq1* itself has been reported to be subject to lncRNA independent imprinted silencing despite *Kcnq1ot1* lying within one of its introns, and to lose imprinted expression during heart development [43]. Therefore, it remains to be tested if the model can explain lncRNA mediated imprinted silencing of non-overlapped genes in all tissues, or if it is restricted to the specific epigenetic environment present in extra-embryonic tissues, known to have unique features such as low levels of DNA methylation [44,45].

Our model has parallels with one proposed with to explain how the lncRNA *Xist* may find its targets during the initiation of X inactivation. *Xist* initially binds at discrete sites throughout the X chromosome, before spreading to cover the whole chromosome [46]. Similar to imprinted lncRNAs like *Airn* and *Kcnq1ot1*, *Xist* recruits and targets repressive histone modifying complexes like PRC1 and PRC2 to chromatin as part of the X inactivation process [47]. These early binding sites correlate with the Hi-C interaction map in undifferentiated ES cells that have 2 active X chromosomes, indicating that pre-existing interactions in the ground state may guide *Xist* to initiate silencing at these sites [46].

Imprinting and X inactivation show allele-specific differences in gene silencing and chromosome interactions within the same cell, making them powerful model systems for uncovering the mechanism of lncRNA mediated silencing. LncRNAs that show biallelic silencing may act in a similar way, but without a picture of chromosome interactions in the ground state detecting distant target genes may be difficult. Future studies should focus on testing the predictions of the model in imprinted and non-imprinted systems.

## Materials and methods

### Ethics statement

Mice were housed and treated according to Austrian law under Laboratory Animal Facility Permit GZ: 311633/2014/9 that was approved by the Office of the Vienna provincial government. Mice were maintained in accordance with the procedures outlined in the Guide for the Care and Use of Laboratory Animals from the NIH, the opinion of the European Group on Ethics in Science, and the European Union (EU) Protocol on the Protection and Welfare of Animals. The Animal Research is covered by Federal Austrian legislation (Law of Animal Experiments 2012 (“TVG-Tierversuchsgesetz”; regulating the “Experimentation on living animals” BGBI. I Nr.114/2012) and the overriding EU and international legislation and codes of conduct. No experimental procedures were performed on the animals so no extra permissions were required.

### Mouse strains

FVB/NJ (FVB) mice were obtained from Charles River. CAST/EiJ (CAST) mice were obtained from the Jackson Laboratory. The FVB.AK-Del(17)T<hp> (*Thp*) mouse (EM:09898) contains an minimum 5.56Mb deletion on chromosome 17 that includes the *Igf2r* imprinted cluster allowing parental allele-specific analysis [27,28]. The FVB.129P2-Airn<tm1Dpb> (*AirnT*) mouse (EM:09895) has a polyadenylation cassette inserted into the *Airn gene*, 3kb downstream from its start site causing it to be truncated and non-functional [5]. The FVB.129P2-Airn-R2D (*R2Δ*) mouse (EM:09897) has a deletion that includes the *Airn* promoter and the imprint control element (ICE) of the *Igf2r* imprinted cluster [18]. Note that the *Thp*, *AirnT* and *R2Δ* mice have been cryopreserved by the EMMA mouse repository (EMMA ID indicated). The *Sod2-flox* mice contain loxP sites flanking the exon 3 of *Sod2* and were made in a 129 ES cell line [30]. The Hprt-Cre mice express Cre during male meiosis and were a kind gift from Simon Hippenmeyer [31]. Note in mouse crosses the maternal allele is always written on the left.

### Derivation of the *RSDel* mouse by targeted meiotic recombination

The *RSDel* mice were created by *Hprt-Cre*-mediated trans-recombination during male meiosis between the remaining loxP site in the *R2Δ* and *Sod2Δ* alleles [18,29–31]. In the first generation *Sod2-flox* mice recovered from frozen embryos were crossed to *Hprt-Cre* mice, while in parallel *Hprt-Cre* was crossed to *R2Δ*, and the offspring of both crosses were genotyped. In the second generation *Hprt-Cre*/*R2Δ* were crossed to *Sod2Δ*, and Hprt-Cre/ *Sod2Δ* was crossed to R2Δ, and the offspring were screened for triple mutant males. In the third generation *Hprt-Cre*/*R2Δ/Sod2Δ* triple mutant males were crossed to FVB females and the offspring screened for the *RSDel* deletion. One *RSDel* male was detected among 72 offspring, and this male was backcrossed to FVB to establish the *RSDel* strain. Note that this strain has been cryopreserved and is stored at IMBA.

### Tissue isolation

Placenta was isolated from E12.5 embryos under a dissection microscope, taking care to remove as much decidua as possible. Visceral yolk sac (VYS) was isolated from E9.5 and E12.5 embryos under a dissection microscope. The whole VYS was used for the chromosome conformation capture (3C experiments), while for RNA isolation and for chromatin immunoprecipitation (ChIP) the VYS endoderm was mechanically separated away from the rest of the VYS after 1–2 hours of DispaseII digestion at 4°C, as previously described [17].

### Chromosome Conformation Capture

Chromosome Conformation Capture (3C) was performed following established protocols with minor modifications [48,49]. To allow the maternal and paternal chromosome to be examined separately at the *Igf2r* imprinted locus we used reciprocal crosses of *Thp* and FVB mice [28]. To determine the influence of *Airn* on interactions we used *Thp* x *AirnT* cross, where *AirnT* mice have a truncated and non-functional *Airn* [5]. We collected visceral yolk sac (VYS) samples from E12.5 embryos, and processed samples for 3C using a protocol adapted from a method designed for cell culture cells with minor modifications [48]. Briefly, single VYS were fixed for 10 minutes in 500μl 2% formaldehyde/PBS at room temperature, before quenching by adding 56μl 2.5M glycine and incubating for 5 minutes at room temperature and then for at least 20 minutes on ice. The liquid was then removed and the samples frozen on dry ice before being stored at -80°C. DNA isolated from the embryonic heads was used to genotype samples by a DNA methylation sensitive Southern blot assay using a EcoRI/MluI digest and a 1013bp probe (chr17:12,741,515–12,742,527; GRCm38/mm10), which detects a 6.3kb (methylated) and 5.0kb (unmethylated) band at the differentially methylated *Igf2r* imprint control element (ICE). Around 28 VYS were then pooled per genotype and thawed on ice and then incubated with 8ml lysis buffer for 15 minutes on ice (1 tab Complete Protease Inhibitor (Roche) per 25ml lysis buffer (10mM Tris-HCl ph8, 10mM NaCl, 0.2% NP-40)). The samples were then dounced in a 15ml glass dounce (Wheaton) with a loose pestle about 30 times, and then 30 times with a tight pestle, before centrifuging for 5 minutes at 2000g at 4°C. The supernatant was then removed leaving a nuclear pellet, which was then resuspended in 1 x EcoRI buffer (Fermentas). Samples were then subject to EcoRI digestion and ligation as previously described [48]. The formaldehyde crosslinks were then reversed by proteinase K treatment (66μg/ml) and heating at 65°C overnight, followed by another 2 hours at 65°C with fresh proteinase K. The samples were then subject to phenol/chloroform extraction, precipitated, then resuspended in TE buffer before being subject to dialysis overnight at 4°C. The 3C material was then again precipitated and the pellet washed x6 with 70% ethanol and x2 with 100% ethanol, before finally being resuspended in 500 μl TE buffer.

We detected 3C interactions by Taqman quantitative PCR following a previously published protocol with minor modifications [49], and by using the standard curve method to analyze qPCR data. Briefly, a primer and Taqman probe were designed near to an EcoRI site on the “bait” EcoRI fragment (e.g. *Slc22a3* promoter) and a “prey” primer was designed near the EcoRI site for fragments in the target region (e.g. *Airn* gene body). All 3C interactions detected in the *Igf2r* imprinted cluster (*Thp* deletion region on chromosome 17) were normalized by dividing by the mean of 2 interactions with the *H19/Igf2* ICE, an independent locus on chromosome 7. To correct for technical and biological variation between experiments the highest interaction level was then set to 1. The primer/probe combinations used are given in S1 Table.

### RNA isolation

Tissue from VYS endoderm or placenta was collected and homogenized in TRI reagent, and total RNA isolated according to the manufacturers protocol (Sigma-Aldrich).

### RT qPCR analysis

Total RNA from E9.5 VYS endoderm and E12.5 placenta collected from *RSDel* x FVB reciprocal crosses was DNase treated using the DNA-free kit (ThermoFisher Scientific), and then converted to cDNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Reverse transcription quantitative polymerase chain reaction (RT-qPCR) was then conducted using either a Taqman or SYBR Green system using the standard curve method to analysis the data, and normalization to a house keeping gene (cyclophillin A). The RT-qPCR results in Fig 2 are shown relative to the mean of the wildtype controls. The primers and probes used are listed in S2 Table.

### RNA and ChIP-seq

Strand-specific polyA enriched RNA-seq libraries were generated from E12.5 placenta and VYS endoderm from *RSDel* x CAST reciprocal crosses using the TruSeq RNA Sample Prep Kit v2 (Illumina) modified as previously described [50]. For each tissue, a total of 12 libraries were generated: 3x WT and 3x Del (*RSDel* x CAST, maternal deletion cross) and 3x WT and 3x Del (CAST x *RSDel*, paternal deletion cross). Native ChIP was performed using an H3K27me3 antibody (Jenuwein lab antibody 6523, 5th bleed) on E12.5 VYS endoderm from FVB x CAST reciprocal crosses (2x CAST x FVB, 2x FVB x CAST, tissues from multiple litters were pooled) as previously described [51]. ChIP-seq libraries were prepared using the TruSeq ChIP Sample Prep Kit (Illumina). Both, RNA-seq and ChIP-seq libraries were sequenced with a 50bp single end on an Illumina HiSeq 2000/2500. Note, that the H3K27ac ChIP-seq data from VYS endoderm included in this study was described in a previous study [11].

### Allele-specific RNA and ChIP-seq analysis

Allele-specific expression and histone modification enrichment was detected from RNA-seq and ChIP-seq data using the Allelome.PRO program [33]. The SNP annotation file containing 20,601,830 high confidence SNPs between the CAST/EiJ and FVB/NJ strains was extracted from the Sanger database as described previously described [33,52]. For RNA-seq analysis, but not ChIP-seq, SNPs overlapping retroposed genes including pseudogenes were removed (RetroGenes V6 from UCSC genome browser). The *RSDel* mouse was backcrossed to FVB, but the region around the *Igf2r* cluster is likely to have a 129 background as both the *R2Δ* and *Sod2Δ* alleles from which the *RSDel* mouse is derived were made in 129 ES cells [18,30]. Therefore, in our allele-specific RNA-seq analysis we used only CAST/FVB SNPs where the FVB allele was shared with all three sequenced 129 strains (Final SNP number: 16,988,479 SNPs).

We used the following Allelome.PRO parameters for our analysis:

RNA-seq: minread 2 (allelic ratios extracted from debug folder), RefSeq annotation.

H3K27me3 ChIP-seq enrichment: FDR 1%, allelic ratio cutoff 0.7, minread 1, 20Kb sliding windows.

Note: minread = minimum number of reads that must cover a SNP for it to be included in the analysis.

## Supporting information

S1 Table Primer and Taqman probes and combinations for Chromosome Conformation Capture quantitative PCRs (3C-qPCR).

S2 Table Primer and Taqman probes for reverse transcriptase quantitative PCR (RT-qPCR).

S3 Table Chromosome interactions between the *Slc22a3* promoter and the *Airn* gene body are enriched on the maternal allele. Chromosome Conformation Capture (3C) quantitative PCR (qPCR) raw data and analysis for Fig 1A.
(XLSX)

S4 Table Paternal allele chromosome interactions between the *Slc22a3* promoter and the *Airn* gene body are increased following truncation of *Airn*. Chromosome Conformation Capture (3C) quantitative PCR (qPCR) raw data and analysis for Fig 1B.
(XLSX)

S5 Table The *RSDel* maternal deletion does not affect *Slc22a3* expression, whereas the paternal deletion leads to a doubling of *Slc22a3* expression in E9.5 visceral yolk sac (VYS) endoderm. Real time quantitative PCR (RT-qPCR) raw data and analysis for Fig 2D left panel.
(XLSX)

S6 Table The *RSDel* maternal deletion does not affect *Slc22a3* expression, whereas the paternal deletion leads to a doubling of *Slc22a3* expression in E12.5 placenta. Real time quantitative PCR (RT-qPCR) raw data and analysis for Fig 2D right panel.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

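RNA-seq of VYS endoderm (11 samples) and placenta (12 samples), and H3K27me3 ChIP-seq of VYS endoderm (4 samples), all at E12.5, were analysed from the deposited processed values. For RNA, the authors sequenced strand-specific polyA libraries as single reads of 50 bp, aligned them to mm10 (the submitters' processing notes name STAR 2.5.0c) and ran Allelome.PRO with RefSeq genes, at least 2 reads and SNPs outside retroposed genes. The authors deposited, per gene and library, the allelic ratio, which is the fraction of SNP reads with the CAST allele, rounded to 2 decimals. A ratio was present in all samples of a group or in none. The median CAST share of autosomal genes was 46 to 47% in every library. For ChIP, the authors deposited 1 call per 20 kb window over all libraries together, and the score column of that file holds 0 in every row, so only the colour of the call was used. Read counts were not part of the values, so no interval for a single ratio was computed, and how much a ratio's error differs between genes is unknown.

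Each ratio was turned into a maternal share, with the direction read from *Airn*. The orientation of the 23 ratio columns followed the sample titles, and 0 columns were left unmapped. The 2 VYS maternal deletion columns carry numbers that differ from those of the titles, so they were used as replicates without a number. In placenta, the columns write the deletion genotype the other way round from the titles, and the cross decided which parent carried it. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes without trend) with group as the only factor and all 4 groups of a tissue in the fit. Calls used a Benjamini-Hochberg adjusted p under 0.05 over genes with a ratio in every sample. In wildtype, a gene was called imprinted where the mean of both crosses differed from 50% at that threshold and both crosses lay at least 20 points from 50% towards the same parent, and strain-biased where the same held for a strain. Single genes also got an exact permutation test on the absolute difference of means, whose smallest two-sided p is 0.1 both for 3 samples against 3 and for 2 against 3. Before the data were examined this had been written down as 0.2 for 2 against 3, which holds when the smaller tail is doubled. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Lists covered *Airn* targets, genes of the deletion, imprinted genes elsewhere, X-linked genes, genes of the X inactivation centre, and markers of endoderm, of mesoderm and blood, of trophoblast, and of maternal tissue, and lists with fewer than 3 measured genes were not tested. Window counts and Fisher's exact tests were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

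The fit was tested on simulated ratios in which 200 genes were changed by 10 to 40 points. Of genes changed by 40 points, 84% were recovered for the VYS maternal deletion, 94% for the VYS paternal deletion, 96% for the placental maternal and 94% for the placental paternal deletion, and of genes changed by 10 points 20, 24, 14 and 18%. False calls made up 5, 7.2, 3.8 and 7.7% of the calls, which numbered 120, 139, 133 and 142. The adjusted threshold is looser with so many changed genes, so these recovery rates can overstate those of the real comparisons. Groups, tests, gene lists, clusters and most alternatives were fixed before the data were examined. The clusters took in those named in Fig 4, which shows the same windows. The genes named are those the paper names in Fig 2B, 3 and 4, up to 10 genes per comparison with the largest change among those called with no overlap of samples, up to 10 imprinted autosomal genes per parent and tissue with the most extreme wildtype samples, up to 4 members per list, and every autosomal window outside the clusters. Genes outside this rule, *Mrpl18*, *Shtn1*, *Prkn*, *Smoc2*, *Rps6ka2*, *Zim1*, *Cd81*, *Osbpl5*, *R74862*, *Slc17a5*, *Pim1*, *Thbs2*, *Gzmd*, *Atp5g2*, *Arid1b*, *Zdhhc14* and *Snx9*, were chosen after their values were seen, because they belong to a small count. Alternatives were a logit scale with an offset of 0.01, other filters on genes, only the groups compared in the fit, a trended and robust fit, autosomal genes only, the replicate number as a block, each sample left out in turn, other minimum biases and, for windows, other margins and overlaps. Chromosome Conformation Capture, RT-qPCR and H3K27ac data were not analysed here.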

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

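All tests of explanations in this part, their bounds and the boundaries on chromosome 17 were chosen after the results were seen. The maternal share of *Igf2r* fell by 17.83 points in VYS endoderm (a change of -17.83) and by 33.67 points in placenta (-33.67) with the maternal deletion, a signal in a gene whose response to that deletion the paper does not report. With its annotated transcription start deleted, the maternal copy still gave 79.5% of reads in VYS endoderm and 62% in placenta. Reads assigned to the wrong allele are argued against, as they were limited to the 7.3% and 7% paternal reads seen when the paternal copy was deleted. Maternal cells are argued against in VYS endoderm, which the paper describes as free of them and where *Tcp1*, *Acat2*, *Wtap* and *Sod2* were at 0% in both samples (9.6% needed if such cells express these genes and *Igf2r* in the proportions of the sample), but stay open in placenta, where the mean was 0.42% (6.9% needed), their profile is unknown and *Gzmg*, *Gzmd* and *Spp1* were nearly all maternal. Also open as a candidate explanation is a low signal from the deleted chromosome that does not depend on its parent, seen against a silenced paternal copy, since the share computed from wildtype and the paternal deletion was 74.3% in VYS endoderm and 62.4% in placenta.

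On chromosome 17, *Crb3* rose by 29.67 points in VYS endoderm and 32.67 points in placenta with the paternal deletion, and *Safb* by 18 points in VYS endoderm, genes near 57 Mb that the paper does not discuss. Loss of silencing by *Airn* on the paternal chromosome would lower the maternal share, where it rose by 23.3 points on average, and a strain haplotype on every deletion chromosome would raise the CAST share in the maternal deletion too, where it changed by -4 points. From 16 to 50 Mb, the changes in both deletions ran in opposite directions across genes, with a correlation of -0.265 in VYS endoderm (179 genes, other autosomes -0.114 to 0.145) and -0.408 in placenta (212 genes, other autosomes -0.149 to 0.124), so that a strain haplotype linked to the deletion stays open there. A haplotype carried only by the fathers of the paternal deletion cross was not tested, and genes are not independent replicates. Between the tissues, changes from 16 to 50 Mb correlated at 0.282 in the paternal and 0.041 in the maternal deletion, where a haplotype would recur if it acted alike in both tissues, and beyond 50 Mb, where *Crb3* and *Safb* lie, at 0.547 and -0.077 (paternal deletion on chromosomes 8 and 12, 0.431 and 0.381).

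In the ChIP-seq windows, 233 X-linked windows were called maternal and 13 paternal, windows that the paper's text does not report. Maternal calls made up 19.3% of X-linked windows with enough reads and 0.0185% of autosomal ones. An excess of maternal X DNA, since males in the pools carry only the maternal X, may account for the maternal calls, and enrichment of the mark itself stays open because no input was analysed here. That excess alone predicts no paternal call, so it leaves the 13 paternal windows open.

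In placenta, the effects of both deletions on the maternal share differed for *Slc17a5* on chromosome 9 by 29 points, for *Igf2r* by 32.33 points and for *Pim1* on chromosome 17 by 36.33 points (adjusted p = 0.00608, 0.0303 and 0.0229 from limma). The maternal share of *Slc17a5* changed by -13.67 points in the maternal and 15.33 points in the paternal deletion, and that of *Pim1* by -17.33 and 19 points. These changes run towards the CAST allele in both deletions, so by strain both deletions moved these genes alike. *Slc17a5* and *Pim1* were strain-biased in wildtype, with a maternal share of 76% and 83% in *RSDel* x CAST and 20% and 21% in CAST x *RSDel*, and neither passed in a single deletion (adjusted p = 0.177 and 0.26 in the maternal and 0.0688 and 0.151 in the paternal deletion). Outside the imprinted clusters listed, 4 autosomal genes of wildtype placenta met the criteria for imprinted expression on the maternal side, *Gzmg* by 50 points, *Spp1* by 49.5, *Gzmd* by 47.67 and *Atp5g2* by 23.83. Reads from maternal cells stay open for these genes. No group had the 4 samples that a check for single outlying samples needs.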

How the results depend on the processing

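Beyond the alternatives set before the data were examined, those on genes with a ratio in both groups compared and on autosomal windows were chosen after seeing the data. Of the recomputed main results, 185 stayed the same and 9 moved. On a logit scale, the maternal deletion in VYS endoderm gave 9 called genes instead of 5 and the difference between both deletions there 11 instead of 6. The cause was not tested. With only the compared groups in the fit, the VYS maternal deletion gave 1 gene, as fewer samples estimate the spread. With autosomal genes only, genes called imprinted numbered 27 instead of 199 in VYS endoderm and 41 instead of 256 in placenta, mostly since X-linked genes leave the count (42 of the 256 were autosomal). Other counts of imprinted genes in this part include X-linked genes. With an estimated correlation, 1 of 4 placental list calls was left. On autosomes only, 72 windows were called and 95.8% lay in clusters, and 97.2% did so with a margin of 1000000 bp as well, because X-linked windows leave the count. Leaving out each sample gave 4 to 6 genes for the VYS maternal, 6 to 7 for the VYS paternal, 5 to 6 for the placental maternal and 5 to 8 for the placental paternal deletion, 6 to 8 and 7 to 9 for the difference between deletions, 199 to 200 and 252 to 261 imprinted genes and 394 to 406 and 345 to 358 strain-biased genes (VYS endoderm first). A maternal deletion group in VYS endoderm left with 1 sample was assumed to vary like the other groups. Of the recomputed changes of single genes, 418 stayed on their side of the threshold, 42 lost it and 0 turned. *Slc22a3* and *Pde10a* in the paternal deletion kept it in every alternative run. A ratio cutoff of 0.8 for windows was not run, as no ratio per window is given. Depth limits what the ratios of low genes can show, and it is unknown.

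Replicate numbers did not pair the samples. The correlation of deviations of same-numbered samples was -0.131 to 0.046 over 18 pairs in placenta and -0.04 to 0.04 over 9 pairs in VYS endoderm, and 0 of 12 and 3 of 9 samples correlated best with their own number. With the number as a block, the paternal deletion gave 7 genes in VYS endoderm (6 shared, without *Crb3* at an adjusted p of 0.0513 and *Safb* at 0.0877) and 5 in placenta (without *Sod2* and *Crb3*, both at 0.115), the placental maternal deletion 5, the placental difference between deletions 7, imprinted genes in VYS endoderm 199 and in placenta 1 fewer than 256, strain-biased genes 405 and 353, the comparison of tissues 0, list calls 1 and 4, and genes of Fig 3 that passed 8. No paired analysis was possible because the 2 samples carry no agreed number, for the VYS maternal deletion and for the difference between deletions in VYS endoderm.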

Differences from the paper's values

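The paper's value for H3K27me3 windows in imprinted clusters is 97.2%, and the value over all called windows was 21.7%. None of the alternatives set before the data were examined reached it, with 20.1% without a margin, 22% with a margin of 1000000 bp, 19.2% for merged blocks, 21.7% for windows wholly inside a cluster and 21.1% with the *Igf2r* cluster as 5 Mb on each side of *Airn*. With autosomes only, a setting chosen after seeing the values, it was 95.8%, and with autosomes and a margin of 1000000 bp, also chosen after seeing the values, 97.2%. The paper's text does not state such a restriction.

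The number of windows is about 72 in Fig. 4B, read by eye, and 318 over all chromosomes, or 213 as merged blocks. On autosomes only, chosen after seeing the values, it was 72, which matches the number printed in the figure. The *Igf2r*, *Kcnq1* and *Sfmbt2* clusters hold about 36%, about 24% and about 19% of windows in Fig. 4B, read by eye, and 8.2%, 5% and 4.4% over all chromosomes. On autosomes only, chosen after seeing the values, these shares were 36.1%, 22.2% and 19.4%, and with a margin of 1000000 bp as well *Kcnq1* had 23.6%. The order of these clusters by number of windows was that of the paper under either count.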

Other observations

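Wildtype samples of both crosses separate parental from strain effects. In VYS endoderm 27 autosomal genes met the criteria for imprinted expression, 14 maternally and 13 paternally expressed, and in placenta 42, 23 and 19. The 23 include *Gzmg*, *Gzmd* and *Spp1*, for which reads from maternal cells stay open. In VYS endoderm wildtype, the maternally expressed lncRNAs *Meg3* and *H19* had mean maternal shares of 99.3% and 98.7% in *RSDel* x CAST and 99% and 100% in CAST x *RSDel*, and *Peg3* and *Peg10* were at 0% in both crosses. *Thbs2*, on chromosome 17 from 14665500 within the *Igf2r* cluster, was called imprinted in placenta, with a maternal share of 77% ± 10.5 (SD, n = 3) and 86.7% ± 1.53 (SD, n = 3) in the wildtype crosses, and did not pass in the paternal deletion (a change of -15 points, adjusted p = 0.91 from limma). In the maternal deletion *Thbs2* changed by a similar -16.33 points (adjusted p = 0.878 from limma). Of X-linked genes, 172 of 175 in VYS endoderm and 214 of 234 in placenta were called maternal. Males carry only the maternal X and would meet the criteria too, and the sex of the RNA samples is not given. By themselves these calls therefore do not show imprinted expression. In placenta, the mean maternal share of X-linked genes was 87.4% in *RSDel* x CAST wildtype sample 3. It was 91.6% and 91.9% in CAST x *RSDel* wildtype samples 1 and 2. Males alone would give no such paternal reads, which argues against male sex as the whole account in these samples. Whether they mix embryos or hold maternal cells is unknown, so the cause of the lean stays open. Strain bias was more frequent, with 405 genes in VYS endoderm (83 towards CAST and 322 towards FVB) and 354 in placenta (49 and 305). The median CAST share of autosomal genes was 46 to 47% in every library, so the ratios as a whole leaned towards FVB as well. The cause of this lean was not tested, so the excess towards FVB cannot be read as one of expression.

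Markers of the cells that the samples can hold did not change by parent in either deletion at an adjusted p under 0.05 from limma. Averaged over both wildtype crosses, the 14 endoderm markers measured in VYS endoderm lay between 47.5 and 51.8% maternal, while single crosses differed by strain, as for *Apoa2* with 38.7% and 63.7%. In placenta, 11 markers of mesoderm and blood had a median of 49.8% and 7 of trophoblast a median of 53%, and *Ftx* of the X inactivation centre had 89.5%. Of markers of maternal tissue, 0 were measured in VYS endoderm and 2 in placenta, *Acta2* with a mean of 49.7% in wildtype and *Wnt4* with 54%, both of which embryonic cells can also express. In VYS endoderm, 2 markers of mesoderm and blood had a median of 48.6% and 0 trophoblast markers were measured, and in placenta 3 endoderm markers had a median of 51.5%.

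Splits of the samples into other groups of the same sizes were run as set before the data were examined, except for those on autosomal genes only, which were chosen after. With 3 samples against 3 there are 10 splits, too few for a share under 0.05, and the real split is 1 of them. The real and the highest other count were 8 and 0 genes for the VYS paternal deletion, 7 and 0 for the placental paternal deletion, 199 and 0 and 256 and 0 for genes called imprinted, X-linked genes included, and 405 and 0 and 354 and 0 for strain-biased genes, in VYS endoderm and placenta. For imprinted and strain-biased genes, every other split mixes both crosses in a group. That lowers their count by design, so the 0 there says nothing about chance. For the placental maternal deletion 2 of 10 splits gave as many genes as the real 5, since 1 other split gave 36. That split put wildtype samples 1 and 2 with deletion sample 3, and 34 of its genes were X-linked, which points to a structure of the samples. On autosomal genes only the highest other count was 0. For the placental difference between both deletions, 4 of 100 splits, the real one included, gave as many as the real 9 genes. The highest other split gave 82, of which 77 were X-linked, so a regrouping of these samples can give more calls than the real split. On autosomal genes only, the real split gave 9 and the highest other 3. The deleted genes *Tcp1*, *Acat2*, *Wtap* and *Sod2* are among the 9, so the count says nothing about single genes such as *Slc17a5*, *Pim1* and *Igf2r*. For the comparison of tissues 0 genes were called, so that every one of 100 splits had to give as many (100, highest other 1), which says nothing about chance. Embryo sex would be one source of such X-linked structure and was not tested, as the labels of the RNA samples give no sex.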
